# Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation

**DOI:** 10.15252/msb.20145524

**Published:** 2014-12-23

**Authors:** Cristina Pop, Silvi Rouskin, Nicholas T Ingolia, Lu Han, Eric M Phizicky, Jonathan S Weissman, Daphne Koller

**Keywords:** codon usage bias, elongation, mRNA structure, translation efficiency

## Abstract

Ribosome profiling data report on the distribution of translating ribosomes, at steady-state, with codon-level resolution. We present a robust method to extract codon translation rates and protein synthesis rates from these data, and identify causal features associated with elongation and translation efficiency in physiological conditions in yeast. We show that neither elongation rate nor translational efficiency is improved by experimental manipulation of the abundance or body sequence of the rare AGG tRNA. Deletion of three of the four copies of the heavily used ACA tRNA shows a modest efficiency decrease that could be explained by other rate-reducing signals at gene start. This suggests that correlation between codon bias and efficiency arises as selection for codons to utilize translation machinery efficiently in highly translated genes. We also show a correlation between efficiency and RNA structure calculated both computationally and from recent structure probing data, as well as the Kozak initiation motif, which may comprise a mechanism to regulate initiation.

## Introduction

The translation of RNA into protein is the nexus of decoding genetic information into functional polypeptides and also a central biosynthetic process consuming a substantial fraction of the cell's resources. Although apparently redundant nucleotide sequences encode each protein, usage of different synonymous codons is highly biased (Plotkin & Kudla, 2011). These preferences are strongest in highly expressed genes throughout diverse organisms (Man & Pilpel, 2007; Hershberg & Petrov, 2008), suggesting selective pressure for the efficient use of the translational apparatus during the synthesis of abundant proteins. At the same time, less common codons may be used in order to modulate translation or may arise due to competing sequence constraints such as mRNA secondary structure. While the evolutionary signature of codon bias is clear, its biochemical basis remains unsettled.

Ribosome profiling (Ingolia *et al*, 2009) is an emerging technique for profiling translation *in vivo* that is well suited to provide insights into the factors controlling the speed of translation as well as the amounts of each protein produced by the cell. Ribosome profiling data comprise a set of ribosome-protected fragments (*footprints*) marking ribosome density along mRNA transcripts with codon resolution. We can therefore extract from these data both the yield of each protein (*protein synthesis rate*) and the rate at which each codon is translated (*codon translation rate* or *elongation rate*). However, estimation of these two quantities is nontrivial, and *ad hoc* approaches disregard differences in elongation rates between genes or exclude mRNAs with sparse footprint coverage. A number of studies with different analysis approaches present varying hypotheses for the mechanisms underlying variation in elongation and *translation efficiency* in yeast and other organisms (Tuller *et al*, 2010a,b, 2011; Ingolia *et al*, 2011; Stadler & Fire, 2011; Qian *et al*, 2012; Charneski & Hurst, 2013; Shah *et al*, 2013; Woolstenhulme *et al*, 2013; Gardin *et al*, 2014; Lareau *et al*, 2014). These include codon effects mediated by tRNA abundance or wobble base pairing, as well as effects of mRNA structure and the nascent peptide on the ribosome.

Here, we present a rigorous statistical method that estimates, from ribosome profiling data, both elongation rates and protein synthesis levels on individual transcripts; as a byproduct, it also estimates *translation efficiency* (TE), the propensity of a transcript to generate complete protein, defined as the total amount of protein produced from an mRNA message, and calculated here as our model-derived protein synthesis rates divided by the mRNA levels. We use our robust modeling framework in conjunction with new high-resolution data from wild-type yeast, along with three tRNA mutants, to explore some of the conflicting views on the causality between codon usage and elongation rate, as well as between codon usage and TE, in physiological conditions at a genome-wide level.

We first apply our model to examine biological factors contributing to local translation kinetics. Due to differences in tRNA levels that correlate with synonymous codon bias, variability in codon translation rates observed per gene is commonly thought to be governed by the abundance of cognate tRNAs (Varenne *et al*, 1984; Sorensen *et al*, 1989). However, codon bias does not correlate with indirect measures of decoding speed, at least in bacteria (Bonekamp *et al*, 1989; Curran & Yarus, 1989). Similar to other observations in ribosome profiling datasets (Li *et al*, 2012; Qian *et al*, 2012; Charneski & Hurst, 2013), we find that codon usage bias is a poor predictor of elongation rate. We further test for causal influence and illustrate that experimentally manipulating tRNA abundance or body similarly does not affect the elongation rate when decoding with the manipulated tRNA. In addition, our model identifies positions where elongation is slower than expected based on codon identity and suggests that such pauses commonly occur closer to the 5′ end but are unrelated to codon bias.

Finally, we use our model to disentangle the factors underlying message-specific differences in translational efficiency. In physiological conditions, initiation rather than elongation may largely determine overall protein production; initiation predominates when it is slow relative to the time needed to elongate through the width of one ribosome (∼10 codons), so that translating ribosomes rarely interfere with each other, and when elongation is highly processive, so that most initiation events result in a protein (Andersson & Kurland, 1990; Bulmer, 1991; Arava *et al*, 2003; Lackner & Bahler, 2008). Analysis of our tRNA-perturbed mutant experiments shows that efficiency is not causally affected by improving tRNA levels, leading us to focus on initiation signals in understanding variation in translational efficiency across different messages. Several causes for slow initiation have been proposed: codon bias at the 5′ end (Tuller *et al*, 2010a, 2011), secondary structure (Kudla *et al*, 2009; Gu *et al*, 2010; Kertesz *et al*, 2010; Tuller *et al*, 2011; Keller *et al*, 2012; Zur & Tuller, 2012), and gene length (Arava *et al*, 2005; Lackner *et al*, 2007; Ding *et al*, 2012). We find that a Kozak-like initiation motif (Kozak, 1981) and lack of structure around the start codon are predictors of TE. Overall, our experimental and analytical results provide support to a previously proposed model in which initiation is rate-limiting in physiological conditions (Bulmer, 1991), in which initiation rate is affected largely by mRNA sequence features, and where translational efficiency is not significantly affected by codon usage (Andersson & Kurland, 1990; Bulmer, 1991). In contrast with experiments in non-physiological conditions, our results endorse the resulting explanation that, in endogenous conditions, perhaps in combination with other pressures, selection for efficient use of ribosomes and associated factors in the synthesis of highly translated proteins is a potential driver of the observed codon usage biases.

## Results

### Queuing model for elongation process

To extract high-quality estimates of protein synthesis rates and codon translation rates from the ribosome footprint data, we model the process of ribosome flow, using gene- and codon-dependent parameters, and the physical sampling that occurs in the experimental protocol from which these data are derived. Our design choices are motivated by potential biases in the data including sparse footprint counts for low abundance genes, biases due to the position along the mRNA, and biases due to the identity of the mRNA.

Our model inputs are the set of ribosome footprint counts *d* at each codon in the genome, sparsely sampled (due to sequencing depth) from an unobserved steady-state distribution π. In particular, *d*_*mk*_ is the observed footprint count at position *k* in mRNA message *m* and π_*mk*_ encodes the fraction of ribosomes at (*m,k*). Consequently, the distribution must satisfy *flow conservation constraints*: If ribosomes do not fall off the message, then due to conservation of matter, the protein synthesis rate *J*_*m*_ for message *m* (the ribosome flow out of the stop codon) must be the same as the flow *J*_*mk*_ from any position *k* on *m*. If we define μ_*mk*_ as the dwell time of the ribosome at (*m,k*)*,* flow conservation also implies that rapidly translating positions (small μ_*mk*_) are occupied for a smaller fraction of time (small π_*mk*_) than positions that are slow to translate. The dwell time μ_*mk*_ is the inverse of the rate at which the ribosome elongates off of position (*m,k*) and so intuitively depends on the amount of time the ribosome requires to perform one elongation step (recruit tRNA, form the peptide bond, and translocate). Thus, at steady-state, flow *J*_*mk*_ is proportional (up to a constant encoding the number of ribosomes in the system) to π_*mk*_*/*μ_*mk*_, where we use *d*_*mk*_ throughout as our observed proxy for π_*mk*_. Figure1 shows the relationship between the variables.

**Figure 1:**
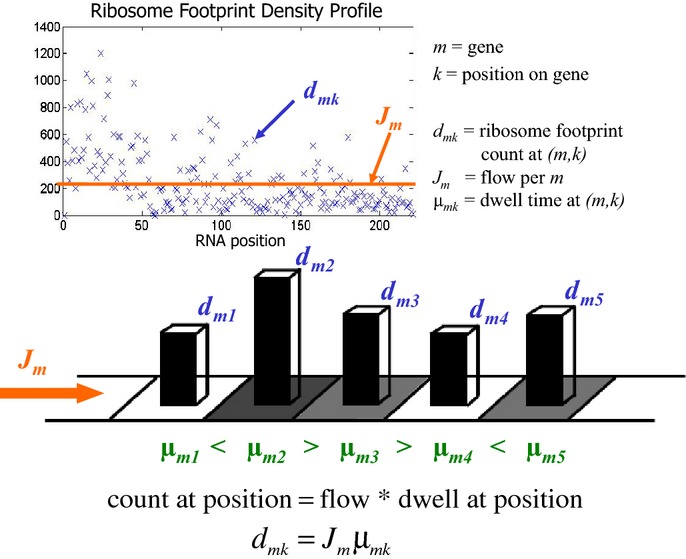
Model of protein synthesis Ribosomes initiate translation with a protein synthesis rate or flow (*J*) of ribosomes. This is conserved across the strand, so that at each residue (*m,k*) the flow depends on the dwell time of the ribosome (μ) and the ribosome occupancy (proportional to footprint count *d*). Slower positions, for example, (*m,2*) compared to (*m,1*), can inflate the average footprint count per gene and must be accounted for when estimating flow. Dwell times and flow are correlated with local and global *cis*-features.

We use the counts *d* to estimate the quantities {μ_*mk*_} and {*J*_*m*_} in a novel probabilistic regression accounting for flow conservation and assuming steady-state and no ribosome falloff. Briefly, we optimize over two terms: 

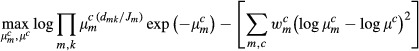

The first term is a standard likelihood term for the data, using a model encoding flow conservation. Since a single ribosome profiling dataset does not contain enough data to robustly infer a separate μ_*mk*_ for each *(m,k)*, we use the same dwell time 

 for every occurrence of the same codon *c* within message *m*, making 

 an expected dwell time for codon *c* on message *m*. The second term additionally softly constrains 

 to be similar to a global codon dwell μ^*c*^, based on the intuition that the same codon behaves similarly throughout the cell. To optimize the objective, we (i) estimate the dwell times 

 and μ^*c*^ with flow *J*_*m*_ fixed and (ii) set flow *J*_*m*_ to be the average of the flows *J*_*mk*_ (namely the dwell-corrected footprint counts *d*_*mk*_/μ_*mk*_) across each message: *J*_*m*_ = Σ_*k in m*_ (*d*_*mk*_/μ_*mk*_)/*L*_*m*_ (see Materials and Methods for details).

We ran our model on a ribosome profiling dataset gathered for *Saccharomyces cerevisiae* in rich medium, using a flash-freezing technique as described before (Ingolia *et al*, 2012) (see Materials and Methods). 

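The wild-type data consist of 1 library of ribosome footprints and 1 library of mRNA fragments. There are no replicates, so no value has a replicate error. The authors aligned the reads to the yeast genome, kept uniquely mapped reads, assigned each footprint to its active codon and deposited the raw footprint count at every codon of each gene. The mRNA data were deposited as 1 sum per gene. The unit of that sum is not named, and it was treated as a signal and not as a fragment count. The wild-type table lists 5225 genes with a median length of 407 sense codons. Its 29706058 footprints amount to 11.5 footprints per codon, and the median gene holds 1222 footprints. No footprint was counted at 38.9% of the sense codons. The 10 genes with the most footprints hold 15.9% of all footprints. The mRNA signal sums to 160147786. Codon identity was not used here, so the codon dwell times of the model were not fitted. In its place, the flow J of a gene was taken as the simple average of its footprints per sense codon, with a pseudo-count of 1 and with the first 100 codons left out. In genes of 100 sense codons or fewer, the first 25% were left out. TE was J divided by the mRNA signal per codon, on the natural log scale.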

To verify the validity of our estimated parameters, we compared our protein synthesis rate *J*_*m*_ to two external measures of protein abundance—GFP-based levels from Newman *et al* (2006) and mass-spectrometry-based levels from De Godoy *et al* (2008)—and obtained strong correlations (Pearson *r* = 0.789 and 0.680, respectively, *P* = 0). These improve on the protein abundance estimates from Ingolia *et al* (2009), computed as the simple average of (uncorrected) footprint counts per message (Supplementary Fig S1). While correlation with these standard estimates of protein abundance is reassuring, these methods have general limitations such as ascertainment bias for less abundant proteins as well as technical limitations such as the impact of fusion tags on protein levels. In addition, ribosome profiling measures translation and protein synthesis, but steady-state protein abundance is also affected by rates of protein degradation.

While the protein synthesis flux is perhaps the most obvious interesting quantity that can be extracted from profiling data, we can also derive other quantities of interest from our learned model parameters. We compute translation efficiency *TE*_*m*_ of a given mRNA molecule *m* by dividing protein synthesis rate *J*_*m*_ by mRNA transcript levels *M*_*m*_, derived from mRNA fragment data collected separately in the ribosome footprinting experiment. We can identify codon-dependent effects on translation from differences in μ^*c*^. By looking at footprint count deviation from expected dwell time at each *(m,k)*, we can also examine differences among codons on the same message. In the following sections, using the parameters estimated under our robust probabilistic framework, we perform a comprehensive analysis of the biological factors influencing local and global dynamics of translation.

### Codon translation is not affected by tRNA abundance or body sequence

A number of studies in *Escherichia coli* initially identified codon usage and the availability of tRNA as the dominant force for codon translation rate (Varenne *et al*, 1984; Sorensen *et al*, 1989). Later studies found no correlation between measured rates and tRNA abundance or codon frequency (Bonekamp *et al*, 1989; Curran & Yarus, 1989; Sorensen & Pedersen, 1991). However, all of these studies measured translation speed indirectly, on individual and potentially idiosyncratic reporter systems. We explore these competing hypotheses in the physiological conditions of our yeast dataset. If tRNA abundance were rate-limiting for elongation, we would expect a positive correlation between codon translation rate and tRNA abundance. However, as shown in Fig2, the correlation is insignificant (Spearman *r* = 0.144, *P* = 0.380 for Cy5 and *r* = 0.133, *P* = 0.417 for Cy3 from microarray tRNA measurements (Dittmar *et al*, 2004)). A similar result (*r* = 0.210, *P* = 0.104) is also obtained when comparing to tAI, a measure of codon bias based on tRNA gene copy number relative to the overall collection of isoacceptor tRNAs (Dos Reis *et al*, 2004). If we restrict the analysis to the slowest synonymous codon (in terms of tAI), to the fastest, or to the average per amino acid, the correlation with tAI does not improve: *r* = −0.12 (*P* = 0.61), *r* = −0.29 (*P* = 0.22), and *r* = −0.32 (*P* = 0.18), respectively. Finally, the same insignificant correlation exists in the raw footprint data (*r* = 0.112, *P* = 0.392; baseline method for rate described in Materials and Methods) and was also observed in another analysis of the yeast dataset from Ingolia *et al* (2009), in which codon dwell time was estimated as the ratio of observed codon frequencies in the footprint data relative to expected codon frequencies in the mRNA fragment data (Qian *et al*, 2012).

**Figure 2:**
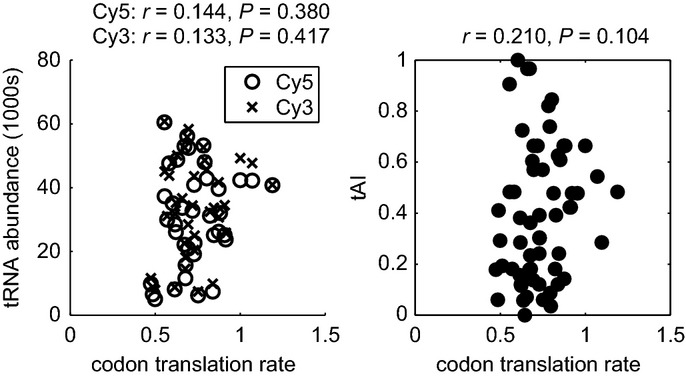
Correlation between codon translation rates and measures of codon usage bias Left: Insignificant Spearman correlation between estimated codon translation rates (scaled up by a factor of 1,000) and tRNA abundance from microarray measurements using either fluorophore Cy3 or Cy5 (Dittmar *et al*, 2004) on 39 codons with measured levels. Right: The same correlation but to tAI is also not significant.

Our analysis of elongation rates on endogenous mRNAs in the context of the co-adapted cellular tRNA pool addresses the effects of codon usage in natural physiology, but may be confounded by this co-adaptation and cannot directly test the causal links between various correlated mRNA features. To measure the effect of tRNA abundance on codon translation rate directly, we created three mutant yeast species to test whether (i) tRNA overexpression speeds up translation, (ii) the tRNA body itself causes the tRNA-dependent rate effect observed in other studies, or (iii) depletion of tRNA slows down ribosomes. In our first mutant, AGG-OE, the tRNA recognizing AGG (namely tRNA^Arg(CCU)^) was overexpressed on a high-copy plasmid; in mutant AGG-QC, the body sequence of the tRNA recognizing AGG was swapped with the body of a more preferred tRNA (as measured by tAI); and in mutant ACA-K, three out of four copies of the tRNA recognizing ACA were deleted from the genome. The AGG mutants had a URA marker and were compared against a wild-type sample with a URA plasmid (see Materials and Methods). 

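ACA-K, WT-URA, AGG-OE and AGG-QC are each represented by 1 footprint library and 1 mRNA library, deposited in the same form as the wild-type data. The plasmid marker URA3 (YEL021W) was examined first. It held 137431 footprints in WT-URA, 60442 in AGG-OE and 18950 in AGG-QC. After scaling to the total over the 4964 genes listed in all strains, its mRNA level in WT-URA was 2.26 times that in AGG-OE and 5.25 times that in AGG-QC. URA3 was looked for in all strains and is not listed for wild-type or ACA-K. Its presence thus sets the plasmid-carrying strains apart from these, as labelled. It does not tell the strains within either group apart. Footprints totalled 21855176 in ACA-K, 8552107 in WT-URA, 9127829 in AGG-OE and 6011287 in AGG-QC. The mRNA signal totalled 159377858, 70964586, 78347312 and 97140732 in the same order. No footprint was counted at 56.4% of sense codons in ACA-K, 59.6% in WT-URA, 60.1% in AGG-OE and 64.0% in AGG-QC. The tables list 5196 genes for ACA-K, 5113 for WT-URA, 5094 for AGG-OE and 5211 for AGG-QC. Each mutant was compared on the genes listed in both strains, which number 5152 for ACA-K and wild-type, 5022 for AGG-OE and WT-URA, and 5070 for AGG-QC and WT-URA. A change in TE was measured as the distance of a gene from the least-squares line of mutant ln TE on wild-type ln TE.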

For ACA-K, we checked that the abundance of the tRNA for ACA (namely tRNA^Thr(UGU)^) did decrease to about 30% of wild-type (Supplementary Table S1). In the AGG-OE mutant, we measured the amount of total and aminoacylated tRNA for tRNA^Arg(CCU)^ (see Materials and Methods) and verified that the tRNA was overexpressed by 13.8-fold (±0.4), based on an analysis of two independently derived RNA samples, and remained charged at a level similar to wild-type (87%) (Supplementary Fig S2). For the AGG-QC mutant, we similarly verified that the amount of charged tRNA^Arg(CCU)^ was similar to wild-type (Supplementary Fig S2). We generated ribosome profiling data and ran our model on these mutants to test whether AGG codons are translated faster in AGG-OE and AGG-QC and whether ACA codons are translated slower in ACA-K. We observe no significant change in the elongation rates of the affected codon in any of the three mutants compared to wild-type (Fig3, Supplementary Fig S3); the overall correlation between ACA-K and wild-type is not as tight as for other mutants, but this is due to changes affecting all codons, not only ACA. We verified the result by inspecting the footprint counts at the perturbed codon relative to adjacent counts in the mutants compared to wild-type and saw no unusual increase or decrease (Supplementary Fig S4). One prevailing hypothesis (Welch *et al*, 2009) is that the amount of charged as opposed to total tRNA is the true predictor of codon elongation; our measurements of aminoacylated tRNA suggest that these levels were manipulated as expected and that this is not a confounding factor in the mutant samples. Hence, our results suggest that several-fold changes in tRNA abundance do not affect ribosome dwell time.

**Figure 3:**
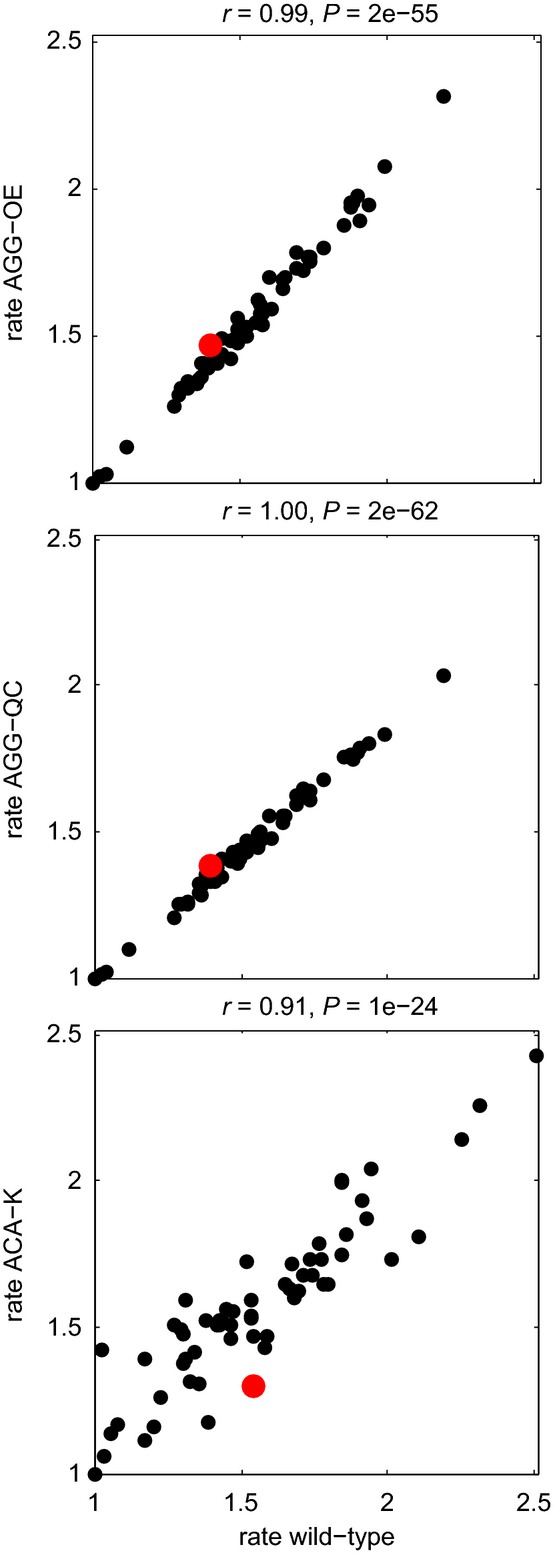
Comparison between codon translation rates in wild-type and mutants Correlation between estimated codon translation rates in wild-type versus mutant for the three mutant samples (the manipulated codon is highlighted in red). Rates are normalized by the minimum one in each sample. Pearson correlations are nearly exact, indicating that the mutant rates are generally unaffected.Source data are available online for this figure.

### Translation efficiency is mildly affected by tRNA knockdown but not by overexpression

One of the major goals of codon optimization in biotechnology is an increase in protein yield. Studies done on transgenes expressed at a large fraction of cellular mRNA abundance report increased protein abundance when the mRNA was optimized for codon bias (Gustafsson *et al*, 2004; Lavner & Kotlar, 2005; Burgess-Brown *et al*, 2008), suggesting that codon usage contributes to efficiency (Supek & Smuc, 2010; Tuller *et al*, 2010b). However, other studies observed that optimizing codon adaptation of a reporter does not significantly improve TE or protein yield (Wu *et al*, 2004; Kudla *et al*, 2009; Welch *et al*, 2009; Hense *et al*, 2010; Letzring *et al*, 2010; Shah *et al*, 2013). Our experiments likewise provide support for the view that the TE of endogenous mRNAs is unchanged by effective codon optimization achieved by changes in the tRNA pool (Fig4). We find that increasing tRNA abundance or replacing the tRNA body sequence by one with higher tAI does not improve efficiency: Most genes remain unchanged in TE between the wild-type and mutant samples (Pearson *r* = 0.96 for AGG-OE and *r* = 0.95 for AGG-QC). 

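Across the 5022 genes listed in both strains, ln TE in AGG-OE and WT-URA correlated with Pearson r = 0.955 (95% bootstrap interval over genes, 0.951 to 0.959). For AGG-QC and WT-URA, r was 0.916 across 5070 genes (0.910 to 0.922). These correlations are across genes, which are not independent replicates, so they carry no p-value. The alternative that moved them most, the flow J in place of TE, gave 0.992 for AGG-OE and 0.991 for AGG-QC. A setting added after its values had been seen, no pseudo-count and all codons in J, gave 0.963 for AGG-OE and 0.950 for AGG-QC. In 100 simulated pairs of unchanged strains at the observed depth, the median r was 0.974 for AGG-OE and 0.968 for AGG-QC. The median ratio of mutant to WT-URA TE was 0.985 in AGG-OE and 0.657 in AGG-QC, and it moves with the library totals of each pair. The paper concludes that a larger supply of the tRNA, or a tRNA body with a higher tAI, did not improve efficiency. It draws this from the correlations, the direction of the deviating genes, the share of AGG codons per gene and protein synthesis rates. The codon shares were not analysed here.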

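The 200 genes farthest from the least-squares line of mutant on WT-URA ln TE were counted by direction. In AGG-OE, 97 of them lay below the line and 103 above it. In AGG-QC, 84 lay above the line and the other 58.0% below it. In simulated unchanged strains, a median of 109 lay below it for AGG-OE and 70 for AGG-QC. Ranked by the ln ratio of TE centred on its median, AGG-QC had 143 genes with lower and 57 with higher TE. Ranked by the uncentred ln ratio, which holds any shift of all genes with the library totals, AGG-QC had 200 genes with lower TE and 0 with higher TE, and AGG-OE had 109 and 91. With no pseudo-count in J, 117 genes lay below the line in AGG-OE and 132 in AGG-QC. Of the 200 genes, 86 in AGG-OE and 83 in AGG-QC had fewer footprints in at least 1 strain than the minimum set for the filtered alternative, against 13.5% and 18.0% of all genes compared. Named genes were chosen among the genes above the minimum for footprints and for mRNA fragments, at the assumed unit, which number 3759 in AGG-OE and 3747 in AGG-QC. Their changes are not scaled for depth. In AGG-OE, the largest falls of ln TE were those of ATP17 (YDR377W), by -0.696 with a counting error of 0.606, and MGR2 (YPL098C), by -0.676 with a counting error of 0.207. The largest rises were those of MDS3 (YGL197W), by 0.551, and PFD1 (YJL179W), by 0.543. After scaling, mRNA changed by -0.920 in MDS3 and -0.496 in PFD1 on the log2 scale. Their footprints over the whole gene changed by 0.00620 and -0.0892. Both rises thus came with lower mRNA and not with a clear gain of footprints. Past the first 100 codons, ATP17 has 1 codon left, MGR2 13 and PFD1 9. In AGG-QC, ln TE fell most in ATP17, by -2.11 with a counting error of 0.380, and in UTH1 (YKR042W), by -1.41 with a counting error of 0.0426. It rose most in UTP13 (YLR222C), by 0.242, and in YBL028C, by 0.172. After scaling, mRNA changed by -1.04 in UTP13 and -0.248 in YBL028C on the log2 scale. Their footprints over the whole gene changed by -0.145 and -0.495, so neither rise came with more footprints. The value of ATP17 compares 5 footprints in WT-URA with 0 in AGG-QC at its 1 codon, so the pseudo-count sets its size. The 0 footprints add nothing to its counting error of 0.380, so that error is too small to judge the fall by. With all codons in J, ATP17 changed by -0.553 in AGG-QC and by -0.0835 in AGG-OE. The change in UTP13 was -0.0242 with no pseudo-count in J, but the median gene changed by -0.550 there and by -0.420 with the pseudo-count, so UTP13 stayed above the median gene. In YBL028C, with a counting error of 0.289, the sign was reversed with all codons in J, at -0.658. The ln TE of GCN4 (YEL009C) changed by -0.105 in AGG-OE and by -0.977 in AGG-QC.

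**Figure D1:**
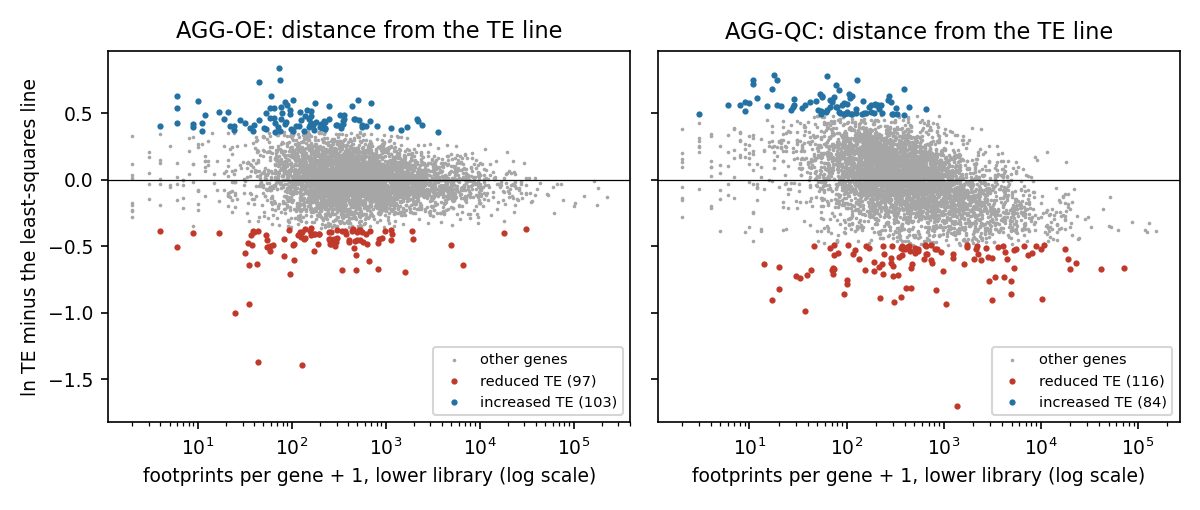
Distance of each gene from the least-squares line of mutant on WT-URA ln TE, against its footprints plus 1 in the library with fewer (log scale), for AGG-OE and AGG-QC. Each point is a gene, coloured points are the 200 farthest from the line, of which 97 in AGG-OE and 58.0% in AGG-QC lie below it.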

Further, the top 200 genes that do deviate most in TE relative to the wild-type sample have mutant TE that is both lower (*reduced TE genes*) and higher (*increased TE genes*) compared to wild-type, with bias toward reduced TE genes (123 reduced versus 77 increased for AGG-OE and 133 versus 67 for AGG-QC). In AGG-OE, we observe no correlation between the fraction of AGG codons per message and the change between mutant and wild-type TE (Spearman *r* = 0.00002, *P* = 0.99); we would expect a positive correlation if increasing tRNA abundance increased TE. Further, despite the many-fold overexpression of tRNA, the correlation between TE and fraction of codon per message for AGG is not higher than the correlation for any of the other codons (Fig4). AGG-QC behaves similarly, such that manipulating the tRNA to be “faster” does not lead to a scenario where AGG outperforms other codons in affecting translation efficiency. 

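The counts of deviating genes were repeated with the flow J, the estimate of protein synthesis per gene, in place of TE. Of the 200 genes farthest from the line, 96 lay above it and the other 52.0% below it in AGG-OE. In AGG-QC, 75 lay below the line and 125 above it. The majority depended on the ranking. By the uncentred ln ratio of J, which is not scaled for depth, 68 genes were lower in AGG-OE and 192 in AGG-QC, and by the centred ln ratio 91 in AGG-OE and 87.5% of the 200 in AGG-QC. The gene ranked 200 by distance lay 0.267 from the line in AGG-OE and 0.241 in AGG-QC, against 0.361 and 0.490 with TE.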

Finally, these observations also hold if we look at protein synthesis rates instead of TE (Supplementary Fig S5).

**Figure 4:**
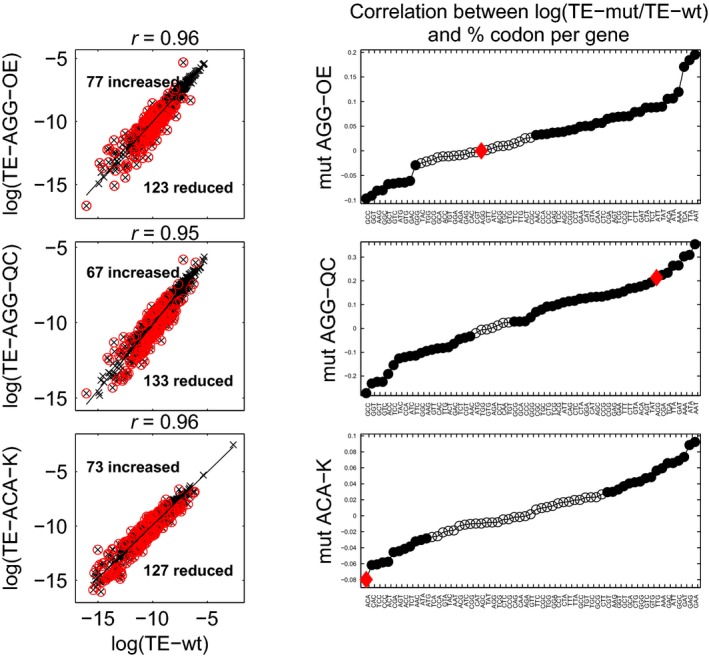
Comparison between translation efficiency in wild-type and mutants Left: Wild-type TE compared to mutant TE for the three mutant samples. Strong Spearman correlations shown suggest TE is generally unaffected by tRNA manipulation.Right: Spearman correlation, for each codon, between the ratio of mutant TE to wild-type TE and the percent of codon per gene. Significant correlations are shown as filled dots. For AGG mutants, the correlation is not higher for the manipulated codon (highlighted) than for other codons, indicating that optimizing codon usage does not affect TE. For ACA-K, the correlation is negative for the ACA codon, suggesting a mild effect.Source data are available online for this figure.

While improving codon optimization by changes in tRNA structure or abundance does not seem to causally affect TE, we do see evidence for a modest impact from tRNA depletion (Fig4). 

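Across the 5152 genes listed in both strains, ln TE in ACA-K and wild-type correlated with Pearson r = 0.908 (95% bootstrap interval over genes, 0.898 to 0.915). With no pseudo-count in J, r was 0.950, and with all codons in J as well, a setting added after its values had been seen, it was 0.959. In 100 simulated pairs of unchanged strains at this depth, the median r was 0.969. The median ratio of ACA-K to wild-type TE was 0.836, which moves with the library totals and is no estimate of a change in TE. Among the 4343 genes above the minimum for footprints and mRNA fragments in both strains, the largest falls of ln TE were those of SMD3 (YLR147C), by -1.64 with a counting error of 0.449, and RPP1A (YDL081C), by -1.48 with a counting error of 0.0451. The largest rises were those of HSP10 (YOR020C), by 1.11, and CIT2 (YCR005C), by 0.720 with a counting error of 0.0420. After scaling, CIT2 mRNA changed by -1.26 and its footprints over the whole gene by 0.152 on the log2 scale. Its rise thus came mostly with lower mRNA. In HSP10, mRNA changed by 0.0784 and footprints by 0.335. SMD3 has 1 codon left past the first 100, while RPP1A and HSP10 have 6 each and CIT2 has 360. With all codons in J, the change in SMD3 was -0.371, while RPP1A changed by 0.0624 and HSP10 by -0.207, both of the opposite sign. The ln TE of GCN4 (YEL009C) changed by -0.362, and that of the median gene by -0.180.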

Mutant and wild-type TEs are generally correlated in the ACA-K mutant (Pearson *r* = 0.96). Although there are more reduced TE genes than increased TE genes (127 versus 73), this difference is not significant via a permutation test (see Materials and Methods). However, we find a negative correlation, the lowest of all codons, between the fraction of ACA codons per message and the change in TE between mutant and wild-type (Spearman *r* = −0.08, *P* < 10^−8^), as we would expect if decreasing tRNA abundance decreases TE through a direct effect on its cognate codon. 

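Of the 200 genes farthest from the ACA-K line, 77 had reduced TE and 123 had increased TE. In 100 simulated pairs of unchanged strains at this depth, the median number below the line was 41 of 200, so 100 is not the count to expect without a change. With no pseudo-count and all codons in J, the simulated median was 106. Ranked by the uncentred ln ratio of TE, which is not scaled for depth, 181 genes were reduced and 19 increased. Ranked by the ln ratio centred on its median, the counts were again 77 and 123. By the line, the definition of J changed which direction held the majority, with 109 reduced genes with no pseudo-count, 49 with all codons, and 103 with both changes, the setting added later. By the centred ln ratio, reduced genes stayed the minority, with 98, 51 and 83 in the same order. Restricting the comparison to genes above the minimum counts gave 107 reduced genes by the line and 101 by the centred ln ratio. The flow J alone gave 109 by the line, 194 by the uncentred and 166 by the centred ln ratio. Of the 200 genes, 43 had 20 codons or fewer left past the first 100, which is 21.5% of them against 2.80% of all genes compared.

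**Figure D2:**
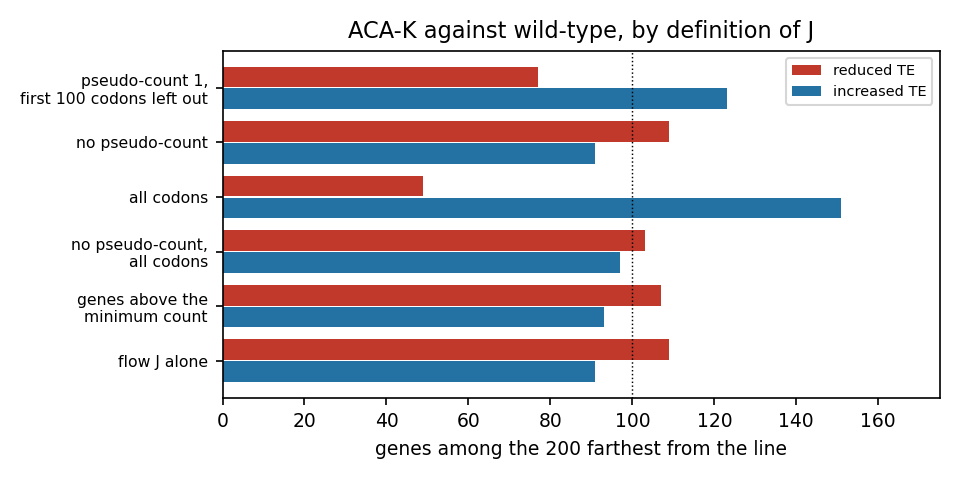
Number of genes with reduced and increased TE in ACA-K among the 200 genes farthest from the least-squares line, by definition of J or gene filter. Bars give counts from 1 library per strain, and the dotted line marks 100 genes.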

One explanation is that tRNA reduction could compromise TE if the demand is higher than the supply—the number of ACA occurrences in the genome is about the average number of occurrences over all codons, but we reduced its levels below those of any other tRNA. However, if protein synthesis and thus TE are controlled by initiation, this implies some feedback from slowed elongation on initiation, whereby affected ACA codons might stack ribosomes. In particular, reduced TE genes compared to increased TE genes have slower-than-expected codons closer to the 5′ end and stronger pausing in the first 100 codons (Supplementary Fig S6; significant under Kolmogorov–Smirnov test; see next section for definition of slower-than-expected codons as “outliers”). These confounding factors might contribute to the decrease in TE for ACA-heavy genes. 

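Slow outliers were called in the ACA-K library with 1 expected count per gene for all of its codons, its mean past the first 100 codons, and a threshold of T = 1. This gave 225485 slow outliers. The 77 genes with reduced TE in ACA-K had a median of 0.419 for the mean position of their slow outliers per gene length, and 122 genes with increased TE had a median of 0.476. The gene lists and the expected counts of the outliers both use the ACA-K mean past codon 100, and a low mean there by itself moves the outliers of a gene towards the 5′ end. Random gene lists of the same size matched on mean footprints had 0.451 and 0.451, and the difference ranked at percentile 0.01 of 10000 such pairs. Because of the shared mean, neither these positions nor their rank test the paper's statement. The paper also compares all slow outlier positions of each gene set pooled, where a mean per gene was used here. In codons from the start, the medians were 58.2 and 135, but the reduced genes were also shorter, with a median of 124 codons against 279. The mean strength of slow outliers in the first 100 codons had a median of 2.25 in the reduced genes and 2.68 in the increased genes. Random gene lists of the same size matched on mean footprints had the same order, with 2.34 and 2.82, and the difference ranked at percentile 62.7 of 10000 such pairs. When the gene lists came from J with no pseudo-count and all codons, the order of the positions was the opposite, with a median of 0.511 for the reduced and 0.470 for the increased genes. Random lists had 0.454 and 0.449, and the difference ranked at percentile 99.6 of them. However, these lists and the outliers still share the ACA-K footprints. The reduced genes were also longer in these lists, with a median of 352 codons against 213, and random lists were not matched on length. Of these 200 genes, 125 had fewer footprints in at least 1 strain than the minimum set for the filtered alternative. The strengths were then 2.89 and 2.70, against 2.87 and 2.71 in random lists. From the positions and the stronger pauses, the paper reasons that such features might add to the decrease in TE of genes rich in ACA.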

Alternatively, ribosome stacking at ACA codons could induce fall off and reduced processivity that manifests as decreased TE.

To situate our results in the context of many previous studies on codon bias and tRNA abundance, we note that our observation focuses on endogenous messages with physiological or near-physiological tRNA levels. When the tRNA pool is limited compared to the number of free ribosomes, as in strong overexpression of transgenes, simulations indeed show that large demand for tRNAs can be rate-limiting (Chu *et al*, 2011; Chu & von der Haar, 2012; Shah *et al*, 2013). Experiments showing rate-limiting effects of tRNA abundance likely operated in this non-physiological regime. In addition, manipulation of codon usage rather than the tRNA abundance can perturb mRNA structure and other non-coding sequence features; our experiment is less susceptible to those issues.

### Factors for elongation efficiency

The notably modest effect of dramatic changes to the tRNA pool motivates the question: What signals do affect elongation efficiency and translation efficiency? We first take advantage of the ribosome profiling data to understand elongation efficiency—the time for a ribosome to finish translating a transcript once initiated—by studying rate-limiting elongation signals via inspection of outliers in the footprint counts. Based on the observed footprint counts and our model parameters for expected codon dwell time, we define *slow outliers* and *fast outliers* at each position *k* along a message *m* as positions where ribosomes are stalled more or less than expected, respectively. We denote their deviation from expected dwell time as *outlier strength* Δ_*mk*_ (see Materials and Methods). We considered a broad array of potential correlates of Δ_*mk*_, based on the literature hypothesizing their association with variation in codon translation rate or pausing, classified into eight categories (Supplementary Table S2): position on message, structure in downstream windows, protein folding, wobble base pairs, reuse of tRNAs from nearby codons, downstream RNA-binding protein motifs, nascent peptide effects, and global features. Supplementary Table S3 shows these correlations, which include significant features in the position, structure, wobble, and nascent peptide categories. We discuss these below and in Supplementary Note S1.

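Slow outliers were called in the wild-type library with an expected count per gene and a spread per bin of gene abundance, neither of them per codon, since codon identity was not used here. With T = 0, 861436 of 2576511 codon positions were slow outliers. Across these positions, outlier strength correlated with position from the 5′ end with Spearman r = -0.0825, with position per length with r = -0.114 (95% bootstrap interval over genes, -0.117 to -0.111), and with position from the 3′ end with r = 0.0884. Positions are not replicates, so no p-value is given. The alternative that moved the correlation with position per length most was leaving out the first 100 codons, which gave -0.0714. The mean relative position was 0.470 for slow outliers and 0.517 for the positions that were neither slow outliers nor beyond a strength of 1 in size. With T = 1, slow outliers made up 16.3% of positions in the first decile of the coding sequence and 8.57% in the last decile. The correlation with position per length was negative in the other libraries as well, at -0.0816 in ACA-K, -0.193 in WT-URA, -0.163 in AGG-OE and -0.165 in AGG-QC.

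**Figure D3:**
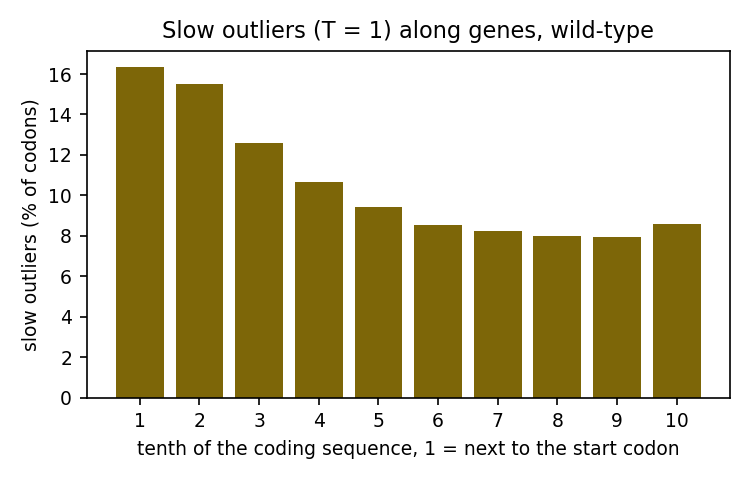
Slow outliers (T = 1) as a percentage of codon positions in each decile of the coding sequence, wild-type, 1 library. The share falls from 16.3% in the first decile to 7.94% in the ninth.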

The strongest correlation with outlier strength for slow outliers is proximity to the 5′ end, with larger pauses occurring closer to the beginning of a message, even relative to gene length or even when aligned by stop codon as opposed to start codon (position from 5′ correlates to Δ_*mk*_ with Spearman *r* = −0.043; position from 5′ per length with *r* = −0.144; and position from 3′ end with *r* = 0.162, *P* ≈ 0 for all). Similar observations of increased ribosome occupancy at the 5′ end have produced various hypotheses for the causal basis. In the “ramp” model (Tuller *et al*, 2010a), the presence of more slow codons (low tAI) at the beginning of a message is thought to separate ribosomes early to avoid the wasteful expenditure of resources on stacked, idling ribosomes. However, we observe a correlation between position from 5′ end and slow outlier strength even when conditioning on the codon (Fig5) and thereby controlling for differences in codon usage at different positions within the gene, suggesting that there is an initial low translation speed, regardless of codon usage, which gradually increases as translation proceeds. Additionally, our model helps account for length, position, and abundance biases when calculating outliers in a particular message in two ways: First, we include message-specific codon dwell times, and, second, we exclude the first 100 codons from each gene during model learning (see Materials and Methods) to avoid inflating or otherwise biasing the expected rates 

 and μ^*c*^. Our analysis indicates that pausing occurs at the 5′ end, even after accounting for major factors such as codon bias and gene length.

**Figure 5:**
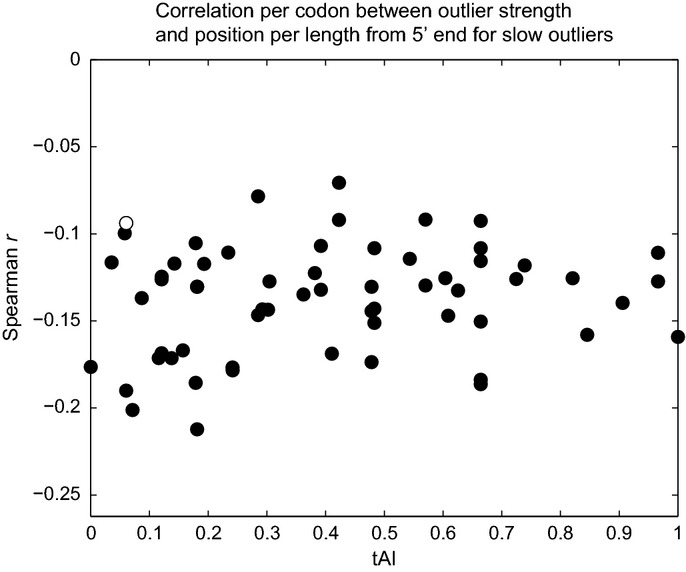
All codons show negative correlation between outlier strength and proximity to gene start Correlation between slow outlier strength and position per length from 5′ end, conditioned by the codon, plotted against codon tAI. For each codon *c*, we calculate the Spearman correlation for outlier strength Δ_*mk*_ and position per length from 5′ end (*k*/*L*_*m*_) but restricted to the (*m,k*) that satisfy *codon(m,k) = c*. All codons except one (hollow circle), which has the lowest abundance in the genome, have a significant negative correlation. This indicates that 5′ end outliers are slower even independent of codon bias.

Other explanatory signals have been suggested for pausing in ribosome profiling datasets (Stadler & Fire, 2011; Li *et al*, 2012; Charneski & Hurst, 2013). Our analysis shows a (mild) correlation between pausing and computationally predicted downstream mRNA secondary structure (Spearman *r* = 0.021, *P* ≈ 0 with structure measured by the density of stems). This correlation is reproduced when considering experimentally derived *in vivo* structure data from high-throughput DMS probing of unpaired A and C bases (Rouskin *et al*, 2013) (*r* = −0.033). It is also maintained when we restrict our analysis to slow outliers in the first 100 codons (*r* = 0.015 for density of stems and a similarly reduced *r* = −0.026 for *in vivo* energy, potentially due to genes with short UTRs and the decreased reliability of DMS structure probing data at ∼20 nt or less from the 5′ end), and so the effect is not necessarily caused by structure elsewhere on the strand. Single-molecule experiments with bacterial ribosomes (Chen *et al*, 2013) found that some hairpin and pseudo-knot constructs at varying distances downstream of the active codon can slow down the ribosome; structural energy could therefore potentially contribute to the excess ribosome density at the 5′ end. We also see a positive correlation on that same order of magnitude between slow outliers and the number of proline codons in the two sites upstream of the active codon (*r* = 0.069, *P* ≈ 0), as observed in other organisms (Ingolia *et al*, 2011; Woolstenhulme *et al*, 2013). Two correlations that we observed are not expected on the basis of previous studies. A study showing pausing specifically at CGA (Letzring *et al*, 2010) suggests slower elongation on wobble base pairs, whereas we observe the opposite correlation; this discrepancy might arise because the wobble effect is limited to a few specific codons, or to repeated wobble codons, or because of an incomplete characterization of codon/anticodon pairings which limits our assignment of wobble decoding. The correlation with charge observed by Charneski and Hurst (2013) holds in sign but not in significance even when considering the number of Arg and Lys residues in a window upstream of the active codon, although this result was later attributed to technical artifacts relating to the strand orientation (Charneski & Hurst, 2014).

### Factors correlating with translation efficiency

While elongation efficiency measures time required to synthesize a new protein, translation efficiency measures the throughput of protein synthesis. Besides codon adaptation, which we find to play little or no causal role in improving efficiency, other significant correlates to TE include structural features and the sequence motif around the start codon (Supplementary Fig S7).

Structure is reduced near the translation start site in many organisms (Gu *et al*, 2010; Zhou & Wilke, 2011) and, in combination with specific structural motifs downstream, can promote or halt initiation (Kozak, 1990; Kochetov *et al*, 2007; Robbins-Pianka *et al*, 2010). We performed a sliding window analysis (see Materials and Methods and Fig6) to correlate TE with RNA secondary structure in 40 nt windows along the gene, for both experimental *in vitro* and *in vivo* structural energy (Rouskin *et al*, 2013). The window near the start codon is most significant, as reported previously for computational and *in vitro* structure measurements (Kudla *et al*, 2009; Kertesz *et al*, 2010; Tuller *et al*, 2010b; Keller *et al*, 2012); the positive correlation indicates that increased TE corresponds to loose structure in this region. Indeed, this is also the window with highest energy, corresponding to the lowest structure, as averaged over all genes (first red line in Fig6). Interestingly, the correlation with TE for *in vivo* structure is less pronounced and the window is shifted 3 codons downstream. We call this Window A.

**Figure 6:**
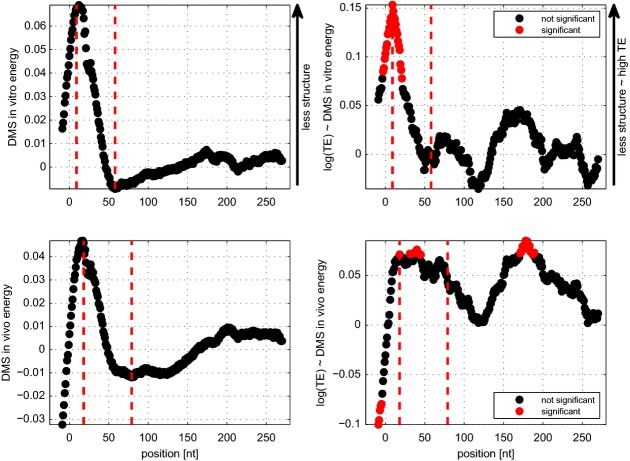
RNA structure energy and its relationship to translation efficiency Left: Energy averaged in sliding windows of 40 nt (see Materials and Methods) across all genes for *in vitro* and *in vivo* measures of energy via DMS probing (Rouskin *et al*, 2013). The second red line corresponds to the first window with lowest energy (˜60 nt for *in vitro* and ˜80 nt *in vivo*).Right: Spearman correlation between the energy windows and TE. The first red line corresponds to the first window with significant correlation (9 nt for *in vitro* and 18 nt for *in vivo*).

Our attention was also drawn to the window downstream of the start codon at ∼60 nt *in vitro* and ∼80 nt *in vivo* (second red line in Fig6) with the lowest energy (more structure) compared to neighboring positions. We call this Window B. The most likely role for this energy barrier seems to be a stalling mechanism. Ribosome density is high nearby: At 132 nt (approximately two to three ribosome footprints downstream), our model-estimated ribosome density has a notable peak that is reduced when we exclude outliers, which capture positions where sufficient pausing could stack ribosomes (Supplementary Fig S8). 

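Footprint counts of wild-type genes were divided by the gene's mean past codon 100 and averaged geometrically over 4973 genes aligned by their start codons, leaving out zero counts. With the start codon as codon 1, the density at codon 44 was 1.27 times the mean of codons 100 to 200 (95% bootstrap interval over genes, 1.22 to 1.32). It was the highest value between codons 20 and 80, and 1.04 times the mean of the 5 codons on either side. With slow outliers (T = 1) left out, which lowers other codons as well, the density at codon 44 was 1.10, and 1.03 times its neighbours. With a pseudo-count of 1 and zero counts kept it was 1.17, and the highest value then lay at codon 40. In ACA-K the highest value of this window lay at codon 45, at 1.26. In WT-URA, AGG-OE and AGG-QC it lay at codon 20, and codon 44 stood at 1.32, 1.26 and 1.23. Against the 5 codons on either side, codon 44 was at 1.01 in ACA-K, 1.00 in WT-URA, 0.993 in AGG-OE and 0.964 in AGG-QC.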

Although properly placed downstream structure can improve the efficiency of initiation by stalling the scanning pre-initiation complex (Robbins-Pianka *et al*, 2010) or might be selected for heavy structure in order to prevent other regions (namely around the start codon) from being paired, the lack of significant correlation with TE for Window B suggests that ribosome flow control here optimizes other aspects of translation besides throughput.

In addition to low structure at the start codon, initiation may be assisted by recognition of a 12-mer motif around the start codon called the Kozak sequence in eukaryotes (Kozak, 1981), derived in yeast based on a sequence consensus from highly expressed genes by Hamilton *et al* (1987). As expected, due to a tight correlation between mRNA abundance and TE (Supplementary Fig S7), similarity to the Kozak motif correlates strongly to TE (Spearman *r* = −0.21, *P* < 10^−45^) (measuring similarity by Kullback–Leibler divergence to the position weight matrix where 0 divergence means a closer match). The 3^rd^ nucleotide preceding AUG is the most significant (Spearman *r* = −0.17, *P* < 10^−29^), consistent with experimental measures of initiation efficiency after modifying positions in the Kozak site (Looman & Kuivenhoven, 1993; Yun *et al*, 1996). Using a linear regression model for predicting TE based on a set of correlates suggested in the literature (see Materials and Methods), we learn a refined Kozak motif to reflect highly *efficient* genes (Fig7). Our learned Kozak motif reduces the error of our regression model predictions relative to an equivalent model using the original motif (from 0.84 to 0.75, averaged over 100 test sets selected randomly, compared to a null model error of 0.97) (Supplementary Table S4). This indicates that our refined motif better corresponds to highly translated genes, likely because it was trained directly on translation efficiency measurements rather than on a proxy such as mRNA abundance.

**Figure 7:**
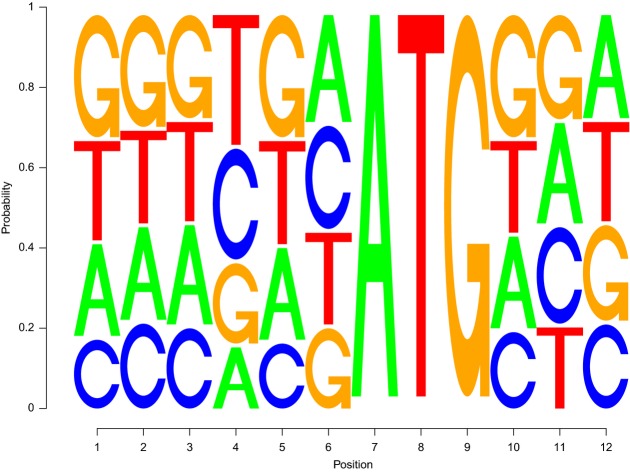
Estimated Kozak motif for efficient genes Estimated TE-driven Kozak motif based on a regression model (see Materials and Methods). The original Kozak consensus for yeast (Hamilton *et al*, 1987) is WAMAMAATGTCY.

Finally, we tested the correlation between translation efficiency and other mRNA features often discussed in the literature (Supplementary Fig S7). We find a negative correlation with evolutionary rate that is suggestive of the intuitive fact that more conserved genes are more highly translated. The positive correlation we find with mRNA abundance suggests a model of co-expression where the need for high protein abundance drives high translation of abundant transcripts. 

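Across 5225 wild-type genes, ln TE and the ln mRNA level correlated with Spearman r = -0.210 (95% bootstrap interval over genes, -0.237 to -0.179) when J had a pseudo-count of 1. With no pseudo-count in J, the sign was the opposite, with r = 0.407 across 5193 genes. It was 0.424 when all codons were used as well. Before the pseudo-count, 25.3% of genes had fewer than 1 footprint per codon. Restricting the genes to those above the minimum count gave r = -0.0493 with the pseudo-count and 0.425 without it. The mRNA level enters TE as its divisor, so both share its error. The same change of sign occurred in the other strains.

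**Figure D4:**
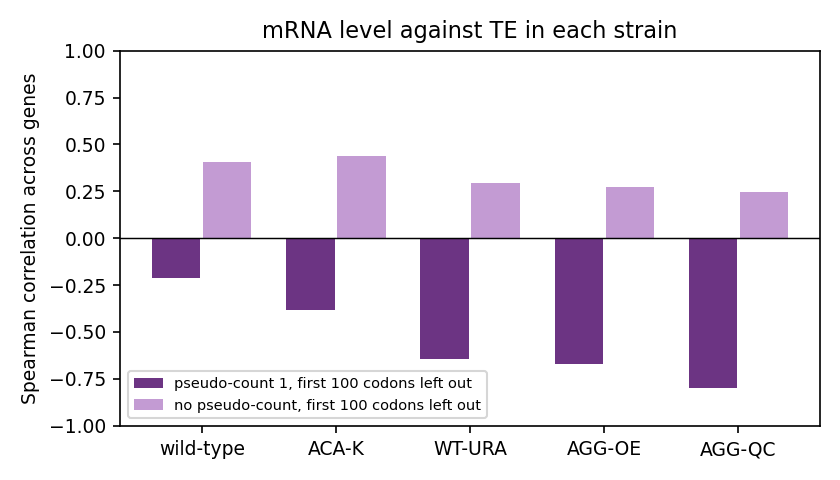
Spearman correlation across genes between mRNA level and TE in each strain, with a pseudo-count of 1 in J and with none, both with the first 100 codons left out. Each bar comes from 1 footprint and 1 mRNA library, and the wild-type bars stand at -0.210 and 0.407.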

Consistent with previous studies (Ingolia *et al*, 2009), we observe a very small negative correlation with length. 

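Across wild-type genes, ln TE and the number of sense codons correlated with Spearman r = 0.136 (95% bootstrap interval over genes, 0.108 to 0.163) when J had a pseudo-count of 1. The correlation was -0.0844 with no pseudo-count, and -0.0768 with no pseudo-count and all codons in J. Past the first 100 codons and without the pseudo-count, it was -0.120 in ACA-K, -0.0283 in WT-URA, 0.0382 in AGG-OE and 0.0939 in AGG-QC.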

We also find a positive correlation (although weaker than that for tAI) to the codon translation rates geometrically averaged over the codons within a gene. Lastly, RNA-binding proteins (RBPs) have recently received attention for their roles in post-transcription regulation, and we also see high Spearman correlations between RBP occupancy and TE. When looking at enrichment of 15 proteins, we find the expected correlation with translation efficiency (as suggested by the literature) in eight of ten cases. One of the two “unexpected” proteins, scp160, was recently reported to be required for translational efficiency of particular mRNAs in yeast (Hirschmann *et al*, 2014), even though it correlates negatively to ribosome occupancy in Hogan *et al* (2008); our analysis encouragingly suggests the former correlation. Supplementary Note S1 has further discussion.

## Discussion

In this paper, we present a statistical model to extract codon translation rates and protein synthesis levels from ribosome profiling data. This robust framework allows us to shed new light on causality in regulation of translation and characterize the features associated with efficient elongation and translation. Although codon usage is a strong correlate to TE (Supplementary Fig S7), our mutant experiments suggest (via the correlation between codon bias and tRNA abundance) that codon usage may not causally influence efficiency. The direct impact of codon usage on efficiency and the basis of the selective force underlying codon bias has remained a topic of controversy for decades. Some authors have proposed that codon optimization serves directly to enhance the translational efficiency of specific genes, perhaps by speeding elongation on their mRNAs. Our work provides direct experimental evidence against this view. Rather, our work is consistent with an alternative model, aligned with previous results for *Escherichia coli* (Kudla *et al*, 2009), in which codon bias in highly translated genes results from selection to optimize utilization of the translational machinery, whose abundance and production represents a major limitation on cell growth (Andersson & Kurland, 1990; Bulmer, 1991; Kudla *et al*, 2009); this selection induces a correlation without implying that increasing codon bias optimizes efficiency on individual genes (Welch *et al*, 2009). In this view, initiation is rate-limiting and thereby determines translational efficiency. When the demand–supply balance for a tRNA is not compromised by extremely high expression of a transgene not adapted to the host organism, we propose that selective forces beyond the TEs of individual messages guide the distribution of codons. The positive correlation between elongation rate and TE suggests a potential contributor, namely, selection for efficient use of ribosomes and translation factors, and that this selective force is strongest for high-expression, high-TE genes. Such selection pressure is consistent with studies of overall cell growth and protein synthesis, which indicate that the translational apparatus is rate-limiting for cell growth and that reduction in the amount of ribosome time devoted to producing an abundant protein can speed cell growth (Andersson & Kurland, 1990; Arava *et al*, 2003; Kudla *et al*, 2009; Mitarai & Pedersen, 2013). As elongation rate is not the strongest correlate to TE, other mechanisms also deserve further study. For example, there may be selective pressures on the mRNA sequence itself (e.g., to induce certain secondary structures), which in turn create pressure in the cell to ensure a sufficient supply of tRNAs for efficient translation of the highly translated messages. Our results are also consistent with the prevalent view that initiation is typically the rate-limiting step in protein synthesis, which does not provide a clear mechanism for codon usage in the body of a gene to affect its efficiency, and particularly not through increased elongation rates. Instead, tRNA levels are likely forced to match the lack of disfavored codons by selection against the cost of tRNA production or against poor decoding accuracy.

Our model is designed to account for the complexities of ribosome profiling data while keeping parameter estimation tractable. Although average footprint density on a gene is well correlated to protein abundance, outliers can pull the estimate provided by the mean away from the true level, especially when ribosome stacking is common. Thus, properly accounting for differential elongation rates can improve inference of protein synthesis levels from this data. We maintain a simple translation model (for example, we do not explicitly include a rate of ribosome falloff or an analytical treatment of codons being processed in series), but our design choices trade-off for model simplicity, algorithmic stability, and smoothing of noisy data. Using one model parameter for all codon instances in a gene, as opposed to an individual dwell per position, has several advantages: It averages out sequence biases in footprint fragments, makes the optimization algorithm less susceptible to local minima and hence robust to parameter initialization, and allows us to infer parameters even for low abundance genes by offsetting the lack of data with soft prior constraints. We reassuringly find qualitatively similar results when we replace our refined protein synthesis rates with a simple average of the footprints per gene, while obtaining better quantitative estimates compared to existing protein abundance datasets. 

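The simple averages were set beside the ln TE values the authors give for Figure 4, of which 1997 of 5152 lines were read. The average with no pseudo-count and all codons correlated with the authors' ln TE across genes with Pearson r from 0.946 to 0.956 over the 5 strains. With no pseudo-count and the first 100 codons left out, r ran from 0.890 to 0.939. With a pseudo-count of 1 and the first 100 codons left out, the setting of the values reported here, it ran from 0.252 to 0.588. For the ln ratio of mutant to wild-type TE, the average with the pseudo-count correlated with the authors' ratio with r = 0.501 in ACA-K, 0.612 in AGG-OE and 0.687 in AGG-QC. The average with neither restriction gave 0.762, 0.789 and 0.846. The median ln ratio over these genes is 0.110 in the authors' values for ACA-K and was -0.187 here, of the opposite sign. TE was not scaled for depth here, and the authors' scaling was not examined.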

More physics-based or simulation models (Zhang *et al*, 1994; Reuveni *et al*, 2011; Tuller *et al*, 2011) require knowledge of the kinetic parameters of translation, can necessitate grossly simplifying assumptions such as a single codon translation rate per gene, base certain model quantities on a limited set of features, or directly assume that codon rate is correlated to codon adaptation. In comparison, our method reduces the number of assumptions made by directly modeling the experimental processing and fitting the model parameters to the data under the single concept of flow conservation. On the other hand, methods that aggregate the data directly (Qian *et al*, 2012; Charneski & Hurst, 2013; Gardin *et al*, 2014), similar to our baseline method for calculating codon translation rates, do not readily lend themselves to computing other quantities. For example, because we have an underlying model, detection of outlier codon positions follows easily within our framework, whereas other works rely on choosing an adjacent window of appropriate size to compare counts. Similarly, we can easily study other potentially interesting effects, such as codon translation rate variance within genes and among genes. Finally, our method would particularly be useful in situations where ribosomal profiling data are scarce or noisy. By using a probabilistic model, we infer rates of interest from the observed, noisy data without needing to exclude genes with sparse information. With the growing usage of ribosome profiling, a robust framework for studying rates of elongation and synthesis is essential.

Our resulting analyses address the contributions of initiation versus elongation to efficiency (Arava *et al*, 2003; Lackner & Bahler, 2008; Shah *et al*, 2013). While efficient usage of ribosomes and elongation factors influence the overall amount of protein produced from the whole genome, initiation may dictate differences between genes (Firczuk *et al*, 2013). We characterize two initiation signals that could play a role in translation regulation via a two-stage metering-light model: reduced structure around the start codon and favorable sequence context to promote ribosome binding, followed by an increase in structure that could, in turn, serve to reduce misfolding of the emergent polypeptide by allowing sufficient time for recruitment of chaperones to the ribosome exit tunnel (Fredrick & Ibba, 2010). This barrier could reflect the observed universal per-gene effect, independent of codon identity, whereby the strengths of slow outlier positions correlate to 5′ end proximity. Since translation is resource heavy, requiring tRNAs, mRNAs, and ribosomes, with the latter being especially costly to produce, we intuit that the cell must balance the use of these finite resources while at the same time producing functional protein products. Structure around the 5′ end could be one of the key mechanisms through which the cell regulates translation so as to avoid wasting resources.

The region of slow elongation at the 5′ end certainly merits further exploration. In contrast to the slow-codon ramp proposed in Tuller *et al* (2010a), our model shows that while there may be an abundance of low-tAI codons near the 5′ end, these codons do not cause slow elongation (Supplementary Fig S9). We find (mild) correlations between pausing and downstream structure, between tAI and downstream structure over the first 50 codons of all genes (Spearman *r* = −0.0055, *P* = 0.01 for stem density, and insignificant for *in vitro* or *in vivo* structure), but not between codon usage and codon translation rate. A study performed over diverse bacteria, controlling for GC content, proposes that structure drives codon usage early at the 5′ end (Bentele *et al*, 2013); in yeast, there may be similar selection whereby structure-related constraints induce a low-tAI ramp.

The impact of secondary structure on translation is complex. In addition to a role in initiation, high structure regions could also act by influencing elongation (Chen *et al*, 2013). Outliers in the high-variance ribosome profiling data can differ from expected dwell times by a factor of 40 and are distributed throughout the message (Supplementary Fig S10). 

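With T = 1 and an expected count per gene, 272474 wild-type positions were slow outliers, 10.6% of all positions. Their counts exceeded the expected count by a median factor of 2.76, with a 90th percentile of 5.00 and a 99th percentile of 11.1. A factor above 40 occurred at 166 of them, or 0.0609%. Among genes with an expected count of at least 5, the largest factor was 418. Of the slow outliers, 28.3% lay in the first 100 codons, which hold 20.1% of all positions.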

One explanation is the presence of downstream structural features that create an energy barrier to elongation; these correlate (more weakly) to outlier strength when ignoring the first 100 codons (whole gene versus truncated gene has *r* = −0.033 versus *r* = −0.034 for downstream *in vivo* energy and *r* = 0.021 versus *r* = 0.010 for density of stems), precluding the possibility that high ribosome density (based on the 5′ end as a proxy) drives the effect. In addition, mRNA-binding factors can interact with structure (Dethoff *et al*, 2012), but whether structure performs any common genome-wide functions is not yet established. One possibility is that secondary structure slows the ribosome during elongation to promote correct folding of the nascent protein during its vectorial synthesis by the ribosome.

The significant but mild correlation with structure suggests that other factors also play important roles in pausing. Experiments suggest that the wobble base in the CGA codon causes significant pausing (Letzring *et al*, 2010; Stadler & Fire, 2011), clusters of slowly translated codons could stall ribosomes more than the sum of their individual decoding times (Zhang *et al*, 2009), and effects from the nascent peptide could stall elongation, for instance at prolines (Ingolia *et al*, 2011; Woolstenhulme *et al*, 2013). It is likely that a compendium of biological features interact to dictate elongation rate. Although our genome-wide outlier analysis shows promising correlations between pausing and features, the small magnitude of the correlation could be improved by looking at more restrictive or genetically meaningful sets of positions. The growing interest in ribosome profiling poses exciting directions for further investigation of the interactions between these features and the changes that may occur in different conditions. With this additional data and measurements from single-molecule experiments (Wen *et al*, 2008; Uemura *et al*, 2010), our model could be extended to include finer-grained parameters for codon translation rates, partitioned in various ways, in order to better understand how rate changes over a transcript. Further analysis is also needed into how structure and the sequence around the initiation site work together or against each other. For example, heavy structure can promote initiation in spite of weak initiation context, but the ways that they interact are still unknown.

In this paper, we present a method that provides a rigorous perspective for analyzing the increasing number of ribosome profiling datasets and thereby addressing these important questions. We illustrate the use of the method in the context of one of these datasets to create a high-level view of the mechanisms involved in initiation and elongation, to study the factors affecting initiation as the rate-limiting step for translation, and to support a model in which the direction of causality goes from translation efficiency to codon usage rather than the opposite.

## Materials and Methods

### Ribosome profiling datasets

All experiments were done on yeast strain 288C. Cells were collected for ribosome profiling by filtering ∼250 ml culture of OD = 0.6 and immediately flash freezing on liquid nitrogen. For all ribosome profiling experiments, footprints were obtained as described before (Ingolia *et al*, 2012). Three out of four copies of threonine tRNA (tT(UGU)G2, tT(UGU)H, tT(UGU)P), recognizing the ACA codon, were knocked out using the standard technique of homologous recombination from a plasmid PCR product. The resulting strain was marked with nourseothricin, kanamycin, and hygromycin B resistance, respectively. Successfully transformed yeast were identified by check PCR. tRNA arginine (tR(CCU)J) recognizing the AGG codon was overexpressed by cloning into a URA marked 2-micron plasmid (pRS426) and transforming wild-type yeast using –URA selection. For the tRNA body swap, tRNA sequence from tR(UCU)B was mutated in the anticodon to CCU using QuikChange Site-Directed Mutagenesis kit (Stratagene) in order for the tRNA product from tR(UCU)B to recognize the AGG codon. The mutated tRNA was then cloned in the 2-micron plasmid pRS426 and transformed into 288C.

Ribosome-protected fragments were aligned against *Saccharomyces cerevisiae* assembly R63 from the Saccharomyces Genome Database (SGD, http://www.yeastgenome.org), and we kept uniquely mapped reads with no more than two mismatches and lengths between 28 and 31. To identify the active codon for ribosome-protected fragments, we let 0 be the first nucleotide of the read and if the read begins on the first/last/middle nucleotide of a codon, the active codon starts at nucleotide 15/16/17, respectively. An mRNA fragment was mapped to a gene if it begins < 16 nt upstream of the start codon and more than 16 nt upstream of the stop codon. Genes were ignored if they did not have an AUG start codon, had internal stop codons, had < 50% of positions on the coding sequence with at least one mapped mRNA count, or if all the footprint counts were 0 over the gene length used in the translation model (see below), leaving around 5,000 genes in each sample. 

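The tables list 5373 genes in at least 1 strain, and 4964 in all of them. The shortest coding sequence listed has 25 codons with its stop codon. Each gene listed holds at least 1 footprint at a sense codon. In wild-type, 32 genes hold none past the first 100 codons, as do 37 in ACA-K, 33 in WT-URA, 35 in AGG-OE and 38 in AGG-QC. Fewer footprints than the minimum count of the filtered alternative were found on 376 genes in wild-type, 470 in ACA-K, 648 in WT-URA, 684 in AGG-OE and 1013 in AGG-QC.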

When comparing mutants to wild-type samples, we used the intersection of the valid genes in each sample. The AGG mutants were compared against the wild-type sample with a URA plasmid.

### Analysis of tRNA charging and relative RNA levels

For analysis of charging levels of tRNAs, duplicate samples of each strain were grown under conditions used for ribosome profiling, followed by harvesting of ∼4 OD-ml of cells. Then, bulk RNA was prepared from each pellet under acidic conditions (pH 4.5) using glass beads, and RNA was resolved on a 6.5% acrylamide gel at pH 5 for 15 h at 4°C, transferred to Hybond N+ membrane, and hybridized with appropriate 5′-labeled oligonucleotide probes, as described (Alexandrov *et al*, 2006). Charging levels were visualized on a Typhoon PhosphorImager (GE Healthcare) and quantified using ImageQuant, and relative levels of tRNA^Arg(CCU)^ were measured by normalization to levels of tRNA^Leu(CAA)^ in the corresponding lane.

### Feature calculations

Gene copy numbers for tRNA were obtained from the tRNAscan-SE database (Lowe & Eddy, 1997). To measure codon usage bias, we use tAI, which ranges from 0 to 1 for more preferred codons, calculated as in Dos Reis *et al* (2004) with refined weights described in Tuller *et al* (2010a).

Experimentally derived structure data from DMS probing (Rouskin *et al*, 2013) were normalized in windows of size 150 nt by the minimum count in the top 5% of A and C nucleotides, and the top 5% of counts were set to 1. Windows with < 10 A and C nucleotides in the top 5%, windows with a zero normalization constant, genes without data, and genes without a characterized UTR (Nagalakshmi *et al*, 2008) were ignored in analyses. In the sliding window energy analysis, energy windows were normalized per gene by the mean over windows on each gene. In the energy profile, normalized windows were then averaged across positions without missing data, aligned by start codon. In the energy–TE correlation profile, we applied a conservative Bonferroni correction by multiplying the *P*-values by the number of windows (30 upstream of the start codon and 250 downstream, since this span covered the maximum number of genes). To calculate the location of the dip in the energy profile, we identified global minimums within spans of 90 nt and took the first minimum.

The correlation between tAI and downstream energy is for tAI over windows of three codons in the first 50 codons of all genes and the associated average of the 40 nt energy windows 15 nt downstream from each nucleotide in the tAI window. Energy windows are calculated as above using the number of stems and DMS *in vitro* and *in vivo* energy.

### Translation model

As discussed in the main text, we optimize our objective over the parameters 

 and μ^*c*^ and solve for *J*_*m*_. Since individual footprint counts can be noisy and sparse, we smooth the data in three ways. First, we use a single 

 for every copy of codon *c* on message *m*. The dwells 

 for a specific *c* over all genes *m* softly agree with the global μ^*c*^ in a weighted geometric average with weight w_*m*_^*c*^: the number of codons *c* on gene *m* normalized by the number of codons *c* over all genes. Hence, genes with more copies of codon *c* get a larger vote in the average estimating μ^*c*^. Second, we add a pseudo-count of 1 to all footprint counts and use the logarithm of normalized counts in the Poisson term (similar to a more robust geometric average as opposed to an arithmetic average that is easily skewed by outliers), first scaling the flow-normalized counts by a single factor over all (*m,k*) so that the lowest one is 1. We refer to these transformed counts as *d*'. Third, during model training, we ignore the first 100 codons (or the first 25% for genes shorter than 100 codons) since this region may have unusual flow conservation properties. If it does not, excluding these codons should not affect the learned rates. We refer to these restricted positions as *k*'. The second term in the objective function is multiplied by a constant *C* = 100 so as to not be greatly outweighed by the data term. Altogether, we solve the following optimization problem (where *k'* is restricted and *d'* are scaled as described above): 

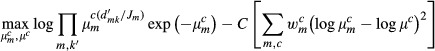

We verified that the constant *C* did not affect our results by running the main analyses again—correlations for codon bias measures, protein abundance, and outliers—on several other values (1, 10, 1,000, 10,000, 100,000). We note no significant change (Supplementary Table S5), except for some outlier correlations for 100,000 (stemsGC-down15 is now not significant; cluster-ArgLys-up-1 is significant) and for 1 and 10 (internal-down is now significant). Similar to taking the limit of the constant to infinity, we also considered a model with only μ^*c*^ parameters and no 

 (and hence no second term in the objective function) (Supplementary Table S5). Again, no extreme change exists in the correlation between codon translation rate and codon bias measures. Perhaps because we have removed a layer of parameters, we do see a slight decrease in correlation with protein abundance and some changes to outlier correlations: Multi-down is no longer significant but still shows a similar correlation strength; is-in-domain is significant, suggesting that slow outliers lie outside of protein domains, and the upstream number of Arg/Lys codons is now significant.

The optimization algorithm is as follows: *J*_*m*_ is fixed to *D*_*m*_ = Σ_*k in m*_ *d*_*mk*_/*L*_*m*_ and 

 and μ^*c*^ are initialized to dwells from the baseline method (see below), shifted in log space so that the mean is log(7.2), plus a small random number. The value 7.2 is the mean over all (*m,k*) of the flow-normalized counts normalized and smoothed as described above for the wild-type sample. The appropriate mean value was replaced for each of the mutant samples. The parameters are estimated via coordinate descent by iterating through codons *c* and learning the associated 

 and μ^*c*^. Optimization per *c* used an L-BFGS method (Byrd *et al*, 1995; Matlab wrapper, http://www.cs.toronto.edu/∼liam/software.shtml) with the following stopping criteria: max number of iterations 5,000; gradient tolerance 1e-5; and function tolerance 1e3. Coordinate descent was stopped when the difference in weights was < 5e-5 or the difference in function value was < 1e-5. Codons not appearing in a particular gene *m* did not have an associated 

, and we also excluded the stop codons. We then compute *J*_*m*_ = Σ_*k in m*_ (*d*_*mk*_/μ_*mk*_)/*L*_*m*_ = Σ_*k in m*_ (*d*_*mk*_/μ_*m*_^*c = codon(m.k)*^)/*L*_*m*_. The optimization is not sensitive to initialization (Supplementary Fig S11).

Although less robust, we also optimized a model with a separate dwell time μ_*mk*_ for every (*m,k*) with the following initialization of weights: μ_*mk*_ = d_*mk*_/*D*_*m*_, with 0 counts replaced by the mean of all non-zero counts, shifted in log space so that the mean is log(7.2); μ^*c*^ are dwells from the baseline method (see below) shifted in log space so that the mean is log(7.2); all weights perturbed by a small random value. The value 7.2 was chosen as above. L-BFGS settings were as above. Coordinate descent was stopped when the difference in weights was < 1e-2 or the difference in function value was < 1e-1. The overall codon dwell times μ^*c*^ were well correlated to those in the original model (Pearson *r* = 0.99, *P* < 10^−74^), but analyses based on dwell times per (*m,k*) could be impacted, since these parameters are more sensitive to initialization. So we verified all qualitative observations presented still hold. The correlation between codon translation rate and codon bias measures is insignificant (*r* = 0.151, *P* = 0.359 for Cy5; *r* = 0.138, *P* = 0.401 for Cy3; *r* = 0.223, *P* = 0.084 for tAI). Protein abundance estimates correlate similarly to external measures (*r* = 0.671 for De Godoy *et al* (2008) data and *r* = 0.778 for Newman *et al* (2006) data, *P* = 0 for both). In the outlier analysis, all correlations still hold except for the structure features only the density of stems 12 nt and 9 nt downstream are significant but the others are on the same order of magnitude, the protein domain feature is significant for bases inside a domain, and the feature for upstream number of Arg/Lys codons is significant. Correlations between TE and gene-level features are similar except Kozak position 2 is now barely not significant, experimental *in vitro* energy for the mRNA sequence is barely not significant, and Npl3 is significant (in the expected direction). The energy–TE correlation profile is the same except the window at 18 nt for *in vivo* energy is barely not significant but still a peak. The ribosome density graph has the same peak at 132 nt and decreases when outliers are removed. The refined Kozak motif has the same dominant bases except position 1 in Fig7 has the non-dominant *T* swapped with A. Finally, the error when replacing the learned Kozak motif with the original similarly increases from 0.69 to 0.77.

### Baseline method for codon translation rate

To get dwell time per codon *c* from the raw data, we average over counts *(m,k)* for which *codon(m,k) = c*, normalized by the average per gene (*D*_*m*_ = Σ_*k in m*_ *d*_*mk*_/*L*_*m*_). Rate is the reciprocal of dwell time. As above, we first add a pseudo-count of one to each *d*_*mk*_ and ignore the first 100 codons (or the first 25% for genes shorter than 100).

### Analysis of translation efficiency in mutants

To test whether the difference in the number of reduced TE genes versus increased TE genes (127 versus 73) in ACA-K is significant, we permuted the mutant TE values 1,000 times and calculated the number of reduced TE versus increased TE genes for each permutation. There were 0 cases where the difference was less than the original difference, indicating the original difference is not statistically significant.

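The ln TE of ACA-K was permuted over genes 1000 times, and the 200 genes farthest from the refitted least-squares line were counted each time. Reduced minus increased genes was -46 in the data. In the permutations it ran from -52 to -40 with a median of -46, and 45 of them gave a lower value than the data. Ranked by the uncentred ln ratio, the difference was 162 in the data and ran from 48 to 106 in the permutations, so that all 1000 gave a lower value. That ratio is not scaled for depth and holds a shift of all genes alike, so it is no evidence on direction. Ranked by the centred ln ratio, it was -46 in the data and ran from -36 to 38, and 0 of the 1000 gave a lower value. With no pseudo-count and all codons in J, the difference by the line was 6, and the median of the permutations was 110. Permuting TE removes the pairing of genes between strains as well as any direction of the change, so the permuted counts are not those of unchanged strains.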

### Model for translation efficiency

We used a regression model to predict TE of an mRNA message based on various features: 

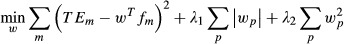

The first term fits an optimal set of weights *w* to the TE of a set of genes *{m}* using a linear combination of the set of features *f*_*m*_. The last two terms enforce sparsity (so that features that do not explain the data well receive a weight of 0) and shrinkage (so that weights are kept at a small scale). Under a standard machine learning framework, we divide the genes in our yeast dataset into a test set (size 400 genes) and a training set (the remaining genes). The hyperparameters λ_1_ and λ_2_ are learned via cross-validation: We further divide the training set into fifths and evaluate the error for a grid of hyperparameter values on each fifth of the training set. The weights *w* are then learned on the whole training set with the best hyperparameters (with lowest cross-validation error). Test set error is the squared norm difference between predicted and actual TE, averaged over all genes in the test set. For reference, we create a null model where the weights are learned from TEs randomly permuted among the genes. The final weights are the average over all training/test combinations. The features used are minimal in order to maximize the number of genes that have these characterized: tAI of gene; computationally predicted energy of 5′ UTR, 3′ UTR, mRNA, and window around the start codon with highest correlation with TE; length of coding sequence; mRNA abundance; and identity of bases overlapping the Kozac site [genes without a characterized UTR (Nagalakshmi *et al*, 2008) were excluded].

To compute the weights for the refined Kozak site, we include a feature *f*^*k*^ in *f* defined as *f*^*k*^ = 1/(1 + exp(x*g)). The vector *g* has 36 indicators, four per each of the nine positions in the Kozak site (excludes the start codon). The vector *x* has the corresponding weights for each indicator, is included in the shrinkage term, and is learned iteratively with *w*. The refined Kozak motif in Fig7 is the average of the 100 values of *x* learned separately for each training set. To create a position weight matrix from these weights, we shift the weights for each position so that the most negative value (if any) is 0 and normalize by the sum of the four weights at that position. The sequence logo was generated by seqLogo (Bembom O, seqLogo: Sequence logos for DNA sequence alignments, R package v1.28.0, http://bioconductor.org/packages/release/bioc/html/seqLogo.html).

To test whether the refined motif provides better TE predictions than the original Kozak motif, within each of 100 training sets, we fix *f*^*k*^ for each sequence with *x* set to the original motif (scaling the weights so that the sum at each position matches the sum of the learned motif) and learn the remaining weights as before. We then compute accuracy on the corresponding test set.

### Outlier model

The strength of an outlier Δ_*mk*_ at position *(m,k)* is defined as the difference between the observed count (*d*_*mk*_) and the expected count (*J*_*mk*_ * 

), divided by *s*_*mk*_, a standard deviation representing the variance in that count due to the abundance of the gene and the codon it corresponds to. For *s*_*mk*_, we divide the genes into 32 quantiles by abundance and compute the standard deviation of the counts in each bin per codon. Thirty-two was chosen as the maximum number that still gave at least three counts in each bin per codon and no zero-valued *s*_*mk*_. This normalization helps distinguish true biological outliers from outliers arising due to differential mRNA sampling and abundance depths across genes. Counts are as in the optimization setup (*d*_*mk*_ have a pseudo-count of 1 and *J*_*mk*_ are scaled by a single factor). A slow outlier is an *(m,k)* with Δ_*mk*_* *> *T* for some threshold *T*. Non-outliers are *(m,k)* with −1 < Δ_*mk*_* *< 1, excluding slow outliers.

Since there is a small uncertainty in the position of the active codon within ribosome-protected fragments of certain lengths, what we might see as a fast outlier (a position *(m,k)* where Δ_*mk*_* *< −*T* and, for example, a wrongly labeled count of 0) could actually have a fragment that was falsely associated with an adjacent slow position. The opposite is much less likely; an observed slow outlier has many more counts than expected, making it unlikely that so many fragments were wrongly attributed and belong instead to an adjacent fast outlier. For that reason, we compare slow outliers only to non-outliers.

When correlating features to outlier strength (Supplementary Table S3), we call features significant only if they pass a stringent set of conditions: Pearson and Spearman correlations must have the same sign for all slow outlier thresholds (*T* = 0, 0.5, 1, 1.5, 2, 2.5) and be significant; the correlation when binned by codons must have at least 30 significant codons; the sign of the correlation must match the direction suggested by the comparison of means for slow versus non-outliers. When referring to significant features in Supplementary Table S3, we cite the correlation for *T* = 0 since all thresholds are significant. For a more stringent set of outliers, we use *T* = 1 in analyses requiring a fixed *T* (Supplementary Figs S6, S8 and S10).

### Accession numbers

Data are available through GEO Series accession number GSE63789.

# Supplementary material for: Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation
**Source:** Mol Syst Biol. 2014 Dec 23;10(12):770. doi: 10.15252/msb.20145524
**Supplement:** Supplementary file 12

**Table S1**

Counts of tRNA in RPM (number of reads per million) in ACA-K and wild-type. The threonine tRNA recognizing the ACA codon (highlighted) is reduced to 1/3 of the wild-type level.

| **tRNA gene name (anticodon)** | **RPM (ACA-K)** | **RPM (wt)** | **RPM (ACA-K) / RPM (wt)** |
| --- | --- | --- | --- |
| tK(UUU)D | 78 | 80 | 0.98 |
| tY(GUA)F1 | 19 | 16 | 1.19 |
| tM(CAU)C | 11 | 11 | 1.00 |
| tD(GUC)B | 218 | 251 | 0.87 |
| tE(UUC)B | 582 | 428 | 1.36 |
| tN(GUU)C | 225 | 166 | 1.36 |
| tS(UGA)P | 122 | 148 | 0.82 |
| tP(AGG)N | 24 | 27 | 0.89 |
| tC(GCA)B | 82 | 58 | 1.41 |
| tQ(UUG)B | 103 | 106 | 0.97 |
| tW(CCA)G1 | 35 | 44 | 0.80 |
| tG(UCC)O | 143 | 96 | 1.49 |
| tT(UGU)G1 | 25 | 75 | 0.33 |
| tR(UCU)E | 138 | 172 | 0.80 |
| tA(AGC)D | 72 | 42 | 1.71 |
| tT(CGU)K | 9 | 9 | 1.00 |
| tV(AAC)E1 | 129 | 82 | 1.57 |
| tQ(CUG)M | 166 | 138 | 1.20 |
| tA(UGC)Q | 3 | 3 | 1.00 |
| tL(UAA)J | 72 | 81 | 0.89 |
| tI(AAU)B | 98 | 46 | 2.13 |
| tH(GUG)E1 | 328 | 266 | 1.23 |
| tT(AGU)B | 152 | 141 | 1.08 |
| tF(GAA)B | 124 | 115 | 1.08 |
| tK(CUU)C | 1328 | 1914 | 0.69 |

# Supplementary material for: Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation
**Source:** Mol Syst Biol. 2014 Dec 23;10(12):770. doi: 10.15252/msb.20145524
**Supplement:** Supplementary file 13

**Table S2**

Eight categories of potential correlates to outlier strength.

| **Category** | **Features** |
| --- | --- |
| Position | Distance from 5’ end (pos)  Distance from 5’ end per length (pos-per-len)  Distance from 3’ end (pos-from-end) |
| Structure in 25nt window 15nt downstream of active  (unless indicated, features are derived from computationally-predicted structure) | Minimum free energy (energy-down)  Experimentally-derived in vitro energy (vitroDMS-energy-down) (Rouskin et al, 2013)  Experimentally-derived in vivo energy (vivoDMS-energy-down) (Rouskin et al, 2013)  Experimentally-derived in vitro inverse-energy (PARS-invenergy-down) (Kertesz et al, 2010)  Number of hairpins (hairpins-down)  Number of internal loops (internal-down)  Number of multi-loops (multi-down)  Number of stems (stems-down15)  Number of GC pairs in stems (stemsGC-down15)  Number of stems 12nt downstream (stems-down12)  Number of stems 9nt downstream (stems-down9) |
| Protein folding | Active site is inside a protein domain (is-in-domain)  End of protein domain is 30 codons upstream of active (is-end-domain-up-30) |
| Wobble bases at P-site | Is wobble base (is-wobble) |
| Reuse of tRNAs | Distance from same codon upstream (dist-prev-codon)  Distance from codon with iso-accepting tRNA upstream (dist-prev-trna)  Is same codon in 10-codon window upstream (is-prev-codon-close)  Is codon with iso-accepting tRNA in 10-codon window upstream (is-prev-trna-close) |
| KL divergence to RNA binding motifs (Brown et al. 2009) in 3-codon window 5 codons downstream of active | KL divergence over motifs and positions combined via mean (rbp-mean)  KL divergence over motifs and positions combined via min (rbp-min) |
| Nascent peptide | Charge of active codon (charge)  Mean charge in 10-codon window ending upstream of active (cluster-charge-up-1)  Fraction of Arg or Lys in 10-codon window ending upstream of active (cluster-ArgLys-up-1)  Fraction of Pro in the P and E sites (pair-Pro-up)  Fraction of Pro in two codons downstream of active (pair-Pro-down) |
| Global | Length (len)  Abundance (abund) |

# Supplementary material for: Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation
**Source:** Mol Syst Biol. 2014 Dec 23;10(12):770. doi: 10.15252/msb.20145524
**Supplement:** Supplementary file 15

**Table S4**

Performance of TE regression model (see **Materials and Methods**). Error (should be low) and correlation (should be high) between predicted and actual TE is measured on 100 random test sets of genes not used during model training. Performance drops in a null model learned on randomized TE labels (last column). Performance also drops when using the original Kozak motif (middle column). Error on the training set is included to show that our model generalizes to genes not used in training (it is close to test set error).

|  | **Regression** | | **Regression (with original Kozak)** | | **Null Model** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | ***Mean*** | ***Std*** | ***Mean*** | ***Std*** | ***Mean*** | ***Std*** |
| *Error* | 0.7549 | 0.0508 | 0.8443 | 0.0486 | 0.9674 | 0.0581 |
| *Error (Train)* | 0.7499 | 0.0057 | 0.8438 | 0.0051 | 0.9569 | 0.0066 |
| *Spearman r* | 0.6614 | 0.0278 | 0.5161 | 0.0382 | 0.0385 | 0.0491 |
| *Spearman p* | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.4325 | 0.3022 |
| *Pearson r* | 0.6224 | 0.0329 | 0.5094 | 0.0381 | 0.0307 | 0.0483 |
| *Pearson p* | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 0.4587 | 0.3028 |

# Supplementary material for: Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation
**Source:** Mol Syst Biol. 2014 Dec 23;10(12):770. doi: 10.15252/msb.20145524
**Supplement:** Supplementary file 16

**Table S5**

Summary of main results for model variations. The first five columns are models with different constants for the second term in the objective function and the last column is a model without μ*_m_^c^* parameters (see **Materials and Methods**). Rows 1-3 represent correlation between our parameters in our model and in the model variation. Rows 4-6 represent correlation between codon translation rates in model variations and codon bias measures. Rows 7-8 represent correlation between protein synthesis rates in model variation and protein abundance measures. Results are similar to the ones reported for the model used throughout the paper (const = 100).

| **Result** |  | **const =**  **1** | **const = 10** | **const = 1000** | **const = 10000** | **const = 100000** | **No μ*_m_^c^*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **μ*^c^* (const=100)** | r | 1.000 | 1.000 | 1.000 | 1.000 | 1.000 | 1.000 |
|  | p | 1E-202 | 5E-206 | 9E-150 | 1E-105 | 6E-95 | 1E-96 |
| **μ*_m_^c^* (const=100)** | r | 1.000 | 1.000 | 1.000 | 0.983 | 0.838 | NA |
|  | p | 0 | 0 | 0 | 0 | 0 | NA |
| **J*_m_* (const=100)** | r | 1.000 | 1.000 | 1.000 | 1.000 | 0.999 | 0.994 |
|  | p | 0 | 0 | 0 | 0 | 0 | 0 |
| **tAI** | r | 0.210 | 0.210 | 0.210 | 0.213 | 0.217 | 0.211 |
|  | p | 0.104 | 0.104 | 0.104 | 0.100 | 0.094 | 0.103 |
| **tRNA abund (Cy5)** | r | 0.144 | 0.144 | 0.140 | 0.140 | 0.140 | 0.133 |
|  | p | 0.380 | 0.4380 | 0.393 | 0.393 | 0.393 | 0.420 |
| **tRNA abund (Cy3)** | r | 0.144 | 0.144 | 0.140 | 0.140 | 0.140 | 0.133 |
|  | p | 0.417 | 0.417 | 0.429 | 0.429 | 0.429 | 0.456 |
| **PA (Newman et al)** | r | 0.7885 | 0.7885 | 0.7886 | 0.7889 | 0.7882 | 0.7782 |
| **PA (de Godoy et al)** | r | 0.6802 | 0.6802 | 0.6802 | 0.6802 | 0.6786 | 0.6710 |

# Supplementary material for: Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation
**Source:** Mol Syst Biol. 2014 Dec 23;10(12):770. doi: 10.15252/msb.20145524
**Supplement:** Supplementary file 17

**Note S1**

Feature Calculations for Outlier Analysis

Computationally predicted mRNA secondary structures and associated energies were computed using Unafold v3.6 (Markham & Zuker, 2008) with the default settings. In the outlier analysis (feature “energy-down”), we ignored downstream regions with energies of 0 and above. Structural features (e.g. stems) were counted based on the structure of the whole mRNA strand, including characterized UTRs (Nagalakshmi et al, 2008). Genes without a characterized UTR were ignored for all energy-related features. For experimentally derived structure from the PARS method (Kertesz et al, 2010), we used the PARS score; genes without a PARS score were ignored.

Protein domain boundaries were based on Pfam-A domains from Pfam (Finn et al, 2008). Wobble codons were set to be those with mismatches to the anticodon and those with an “I” base in the tRNA that can recognize either a C or a U.

For RNA binding protein enrichment features in the outlier analysis, we computed the Kullback-Leibler (KL) divergence between each of the 60 motifs from Table S4 in Hogan et al (2008) and positions along each coding sequence. We then calculated the mean/minimum KL divergence in 3-codon windows 5 codons downstream of the active site and took the mean/minimum score over all motifs.

Feature Calculations for Translation Efficiency

Evolutionary rate is adjusted dN/dS from Wall et al (2005). The Kozak site motif is from Hamilton et al (1987); we ignored this in genes without characterized UTRs. Energies are calculated as described in the outlier analysis section above. Energies near the start codon are those with the most significant Spearman correlation (as calculated by looking at global maximums in spans of 20nt and taking the first such maximum). These energies are corrected for multiple hypothesis testing as described in the sliding window energy analysis. The tAI per gene or per window is the weighted average of all codons in that range, excluding stop codons.

The RNA binding protein enrichment features are the scores reported from the Significance Analysis of Microarray algorithm in Dataset S3 of Hogan et al (2008). We selected the top fifteen RBPs with the largest number of RNA targets from Table S2. Suggested “true” correlations between RNA binding proteins enrichment and translation efficiency are drawn from ribosome occupancy correlations using polysome profiling (Table S3 in Hogan et al, 2008), where possible. In other cases, we use additional literature: Puf4 is most commonly studied in mRNA stability and localization and is also likely a player in translation regulation (Goldstrohm et al, 2006). As noted in the main text, scp160 has an additional contradictory source indicating a positive role in translational efficiency (Hirschmann et al, 2014). Ypl184c was proposed to repress translation due to its association with Pab1 and mRNAs under translational control (Hogan et al, 2008). The proteins Cbc2, Gbp2, Nab3, and Nop56 do not seem to have documented direct associations with translation.

References

Finn RD, Tate J, Mistry J, Coggill PC, Sammut SJ, Hotz HR, Ceric G, Forslund K, Eddy SR, Sonnhammer EL, Bateman A (2008). The Pfam protein families database. *Nucleic Acids Res* 32: D281-8

Goldstrohm AC, Hook BA, Seay DJ, Wickens M (2006) PUF proteins bind Pop2p to regulate messenger RNAs. *Nat Struct Mol Biol* 13: 533-39

Hirschmann WD, Westendorf H, Mayer A, Cannarozzi G, Patrick C, Jansen R-P (2014) Scp160p is required for translational efficiency of codon-optimized mRNAs in yeast. *Nucleic Acids Res* 42(6): 4043-55

Hogan DJ, Riordan DP, Gerber AP, Herschlag D, Brown PO (2008) Diverse RNA-Binding Proteins Interact with Functionally Related Sets of RNAs Suggesting an Extensive Regulatory System. *PLoS Biol* 6(10): e255

Markham NR & Zuker M (2008) UNAFold: Software for Nucleic Acid Folding and Hybridization. *Methods in Mol Biol* 453: 3–31

Wall DP, Hirsh AE, Fraser HB, Kumm J, Giaever G, Eisen MB, Feldman MW (2005) Functional genomic analysis of the rates of protein evoluation. *Proc Natl Acad Sci* 15(102): 5483-8

# Supplementary material for: Causal signals between codon bias, mRNA structure, and the efficiency of translation and elongation
**Source:** Mol Syst Biol. 2014 Dec 23;10(12):770. doi: 10.15252/msb.20145524
**Supplement:** Supplementary file 18

Supplementary Legends

**Figure S1**

Correlation between experimental measures of protein abundance – de Godoy et al (2008) and Newman et al (2006) – and estimated flow. As a baseline, we compare against protein abundance calculated as the average footprint count per gene.

**Figure S2**

Overexpression of tRNA^Arg(CCU)^ does not significantly alter amino acid charging levels. Bulk RNAs from strains as indicated were resolved at pH 5 by PAGE, transferred, and hybridized with oligonucleotide probes specific for tRNA species as indicated, and relative tRNA^Arg(CCU)^ levels and charging levels were evaluated as described in **Materials and Methods**. Solid arrows show deacylated tRNAs; dashed arrows show charged tRNAs; % charged refers to tRNA^Arg(CCU)^.

**Figure S3**

The ratio between estimated mutant and wild-type rates. The mean (solid black line) and standard deviation (dashed line) are shown. ACA-K has a larger spread, but the manipulated codon (shown in red) is not an outlier in any sample. Codons are grouped and sorted by amino acid.

**Figure S4**

The ratio of mutant to wild-type footprint count per codon, averaged over the first 5 occurrences of the codon per gene over all genes, presented for the three mutant samples. Counts are normalized by the average in the 15-codon window before (red line), after (green line), or around (blue line) the codon. We show a subset of the codons: the 5 with lowest tAI (dots), the 5 with highest tAI (squares), and the 6 with middle tAI (stars), in addition to the two codons ACA and AGG (diamonds). In each case, if the manipulated codon of interest induces a change in speed under the common hypothesis (lower for ACA-K and higher for AGG-OE and AGG-QC), we expect a corresponding peak or valley, respectively, in the presented ratio. However, the ratios at ACA and AGG are not significantly higher than 1-standard deviation (dotted line) or than the other representative codons.

Left: Counts are raw footprint counts.

Right: Counts are dwell-corrected footprint counts.

**Figure S5**

The analysis of Figure 4 repeated on flow instead of TE. As before, wild-type and mutant flows generally agree. Correlations between the ratio of mutant flow to wild-type flow and the percent of codon per gene are not higher for the manipulated codons compared to other codons, despite the dramatic change in tRNA abundance.

**Figure S6**

Distribution of three features among reduced TE genes and increased TE genes in ACA-K. Distributions are skewed for reduced TE genes (with lower TE in mutant compared to wild-type) toward initiation signals that could confound the TE decrease. Slower-than-expected codons with an excess number of ribosome counts are defined formally as “outliers” (see **Materials and Methods**). Each feature distribution is calculated over all positions in the genes in the specified gene set (either reduced TE genes or increased TE genes) satisfying the specified criteria (a position that is a slow outlier, a position that is a slow outlier in the first 100 codons, or a position that is a slow outlier and an ACA codon). The feature distributions for reduced TE versus increased TE genes are distinct (p-values shown are calculated to be significant under a Kolmogorov-Smirnov test). Outlier positions are calculated in the ACA-K mutant.

**Figure S7**

Correlation between log(TE) and gene-level features, including *cis*-features and RNA binding protein enrichment (see **Materials and Methods**). Significant threshold is p = 0.05. (See Supplementary Note S1 for how expected correlations for the RNA binding proteins were determined.)

**Figure S8**

Dwell-corrected footprint counts normalized by flow, geometrically averaged per position over all genes aligned by start codon (ignoring 0 footprint counts). Removing slow outliers (red curve) reduces the peak in density at ~44 codons (132 nt).

**Figure S9**

The tAI in sliding windows of 17-codons averaged across all the genes aligned by start codon (red curve). The same analysis with our estimated codon translation rates (scaled up by 1000) (black curve) show that rates at the 5’ end are not lower compared to the rest of the gene.

**Figure S10**

Histograms of positions of slow outliers and non-outliers are similar.

**Figure S11**

Two different initializations of the parameters for the translation model yield estimated parameters that are nearly exact. This demonstrates the model is robust to initialization.

**Table S1**

Counts of tRNA in RPM (number of reads per million) in ACA-K and wild-type. The threonine tRNA recognizing the ACA codon (highlighted) is reduced to 1/3 of the wild-type level.

**Table S2**

Eight categories of potential correlates to outlier strength.

**Table S3**

Correlation between outlier strength and features. Significant ones (see **Materials and Methods**) are highlighted. The first two rows per feature correspond to Pearson correlation; the last two are Spearman. (See Supplementary Note S1 for more discussion of the correlations.)

**Table S4**

Performance of TE regression model (see **Materials and Methods**). Error (should be low) and correlation (should be high) between predicted and actual TE is measured on 100 random test sets of genes not used during model training. Performance drops in a null model learned on randomized TE labels (last column). Performance also drops when using the original Kozak motif (middle column). Error on the training set is included to show that our model generalizes to genes not used in training (it is close to test set error).

**Table S5**

Summary of main results for model variations. The first five columns are models with different constants for the second term in the objective function and the last column is a model without μ*_m_^c^* parameters (see **Materials and Methods**). Rows 1-3 represent correlation between our parameters in our model and in the model variation. Rows 4-6 represent correlation between codon translation rates in model variations and codon bias measures. Rows 7-8 represent correlation between protein synthesis rates in model variation and protein abundance measures. Results are similar to the ones reported for the model used throughout the paper (const = 100).

How the deposited data were processed for this re-analysis (not part of the article)

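Ribosome footprints and mRNA fragments were analysed for 5 yeast strains, namely wild-type, ACA-K, WT-URA, AGG-OE and AGG-QC, with 1 library of each kind per strain. The strain of each table was taken from the sample labels and the table's own name. URA3, the plasmid marker, was planned as a check of the labels. It is listed for the 3 strains that carry it and not for wild-type or ACA-K. This separates the groups with and without the plasmid, but not the strains within each. The authors aligned the reads to the yeast genome assembly R63, kept uniquely mapped reads, removed genes by their own filters, and deposited raw footprint counts per codon and per gene. The authors also summed the mRNA signal over each gene before they deposited it, as 1 whole number per gene whose unit is not named in the table. It was treated as a signal and not as a count. Where a minimum number of mRNA fragments was needed, 30 units of signal were taken as 1 fragment, an assumption made after seeing the data that no test here establishes.

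The codon at each position was not used here, because codon sequences were not analysed. The paper's model, codon translation rates, their relation to tAI, rates and local densities at ACA and AGG codons, the share of these codons per gene, proline codons, mRNA structure and the Kozak motif were therefore not analysed here.

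The flow J of the paper's model was replaced by the simple average of footprints per sense codon, named beforehand as the alternative to the model. The other choices were kept as set before the data were examined, a pseudo-count of 1 and the first 100 codons left out (the first 25% in genes of 100 sense codons or fewer). They were not held to throughout. Once the data were open, 6 definitions had been compared with the authors' own ln TE values, and correlations and counts had been seen for several definitions, with and without the minimum count and under each of the 3 rankings of genes. A first run reported the average with no pseudo-count and all codons, which had the highest correlation with the authors' values. Nearness to the paper was no ground for a choice, so the settings planned beforehand were restored, and that average is given as an alternative added after seeing the data. TE is J divided by the mRNA signal per codon, on the natural log scale, and was not scaled for depth. Pearson correlations of ln TE between strains have 95% intervals from 1000 bootstrap resamples of genes. Genes with changed TE are the 200 farthest from the least-squares line of mutant on wild-type ln TE, with the absolute and the median-centred ln ratio as alternatives. The paper does not define the distance. The line drawn in its Figure 4 was the stated reason for this choice, but 7 rules had first been tried on the authors' own ln TE values for 1997 genes, with the paper's counts known. Per 200 genes, the line gave 130 reduced genes in ACA-K, 140 in AGG-OE and 122 in AGG-QC there. The other rules ran from 75.3 to 140 in ACA-K, from 119 to 161 in AGG-OE and from 96.1 to 197 in AGG-QC. The choice of the line was thus not blind to the paper's counts. Unchanged strains were simulated 100 times per comparison, with footprints drawn as counts and mRNA as 30 times counts. With 1 library per strain, no p-value across genes is given, and intervals and counting errors cover counting or the choice of genes, not biological variation.

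Slow outliers follow the paper's methods with a pseudo-count of 1 and 32 bins of gene abundance, with departures in both terms. The expected count is the gene's mean past the first 100 codons, and the spread is that of all counts in a bin, not of each codon in a bin. Besides the thresholds reported, 0.5, 1.5 and 2 were looked at in every strain, and are not used. The position correlations have intervals from 100 bootstrap resamples of genes. The density at codon 44 has an interval from 200 resamples. Gene lists were compared with 10000 random lists of the same size, matched in 20 bins of mean expression.

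Named genes follow a rule fixed before the data were examined: URA3, then for each mutant the genes with the largest rises and falls of ln TE among those with at least 128 footprints and 128 mRNA fragments in both strains, then GCN4 and a list of 10 Gcn4 targets. COQ6, ZRT1, ADH4, ZAP1, OPI3, HIS3, ADH1 and NCE103 were named after their values were seen. A list of 9 zinc-responsive genes was fixed after ZRT1 had been seen and before the values of its members were. Gene symbols come from the RefSeq table of assembly R64, which matched 5269 of 5373 gene names. It was used for names and for neighbouring genes alone.

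Footprints per strain ranged from 6011287 to 29706058. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The functions were tested on simulated data. With 200 of 5152 genes changed 4-fold, 172 of them were among the 200 genes farthest from the line with the pseudo-count and 193 without it and with all codons, all in the direction set. A peak of 1.5 at codon 44 was recovered as 1.54 over 3000 genes.

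Alternatives covered the pseudo-count, the first 100 codons, the minimum count, the flow J alone, the ranking of genes, the threshold T, zero counts and the WT-URA library.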

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

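The tests on the codon before the stop codon, on the footprints of COQ6 and ZRT1 and on genes beside tRNA genes were chosen only after the result was seen, and the changes of single genes beside tRNA genes had been looked at by then. The tests without the 10 largest genes and on zinc-responsive genes were set after the pattern and before their own values were seen.

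In ACA-K, 0.794% of footprints lay on stop codons (95% Wilson interval 0.790 to 0.798%), against 0.256% in wild-type, 0.306% in WT-URA, 0.181% in AGG-OE and 0.112% in AGG-QC. The paper leaves stop codons out. The intervals cover counting error only, and there is 1 library per strain. Without the 10 genes that hold the most such footprints, the ACA-K share was 0.646%, still above wild-type, which argues against a few genes as the source. The codon before the stop held 0.276% in ACA-K and 0.393% in wild-type. Together with the stop codon, ACA-K stood at 1.65 times wild-type, against 3.10 times for the stop codon alone. A shift of footprints by 1 codon could account for part of the difference within these codons, but footprints placed past the stop codon were not analysed here. The stop codon alone held 0.794% in ACA-K, more than the 0.649% of both codons together in wild-type. This argues against a shift by 1 codon from the codon before the stop as the whole source. A shift of footprints from past the stop codon and a longer stay at stop codons cannot be told apart with these values. Whether the tRNA deletions have any part in it was not tested.

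COQ6 (YGR255C) had the largest rise in mRNA level in ACA-K of 4445 genes, a log2 change of 1.70 against wild-type, while the median gene changed by -0.07. Its footprints changed by 1.33 on the log2 scale, which argues against an artefact of the mRNA library. The gene lies beside a tRNA gene on chromosome VII in assembly R64. A general effect on genes beside tRNA genes was tested on 316 such genes, whose median absolute change was 0.917 times that of the other 4129 (95% bootstrap interval 0.769 to 1.04), which argues against it. The paper names tT(UGU)G2 among the deleted copies, and the letter G in yeast tRNA names stands for chromosome VII, so a deleted copy lies on the chromosome of COQ6. The reference used gives no anticodon for the neighbouring tRNA gene, so whether it is that copy was not analysed here, and a local effect of the deletion remains open. COQ6 mRNA also differed between WT-URA and wild-type, by 0.97 on the log2 scale.

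ZRT1 (YGL255W) mRNA was higher in WT-URA than in wild-type by 7.23 on the log2 scale, the largest rise of 3977 genes, where the median gene changed by 0.27. The paper does not compare these strains. Its footprints rose by 7.93, which argues against an artefact of the mRNA library. ADH4 (4.74), OPI3 (4.55) and ZAP1 (3.21) rose as well, and ADH1 changed by -2.93. Against WT-URA, ZRT1 changed by 0.09 in AGG-OE and 0.06 in AGG-QC. A candidate explanation is a lower zinc supply in the plasmid-carrying strains. Of 9 zinc-responsive genes on a list, 8 had a value, with a median log2 change of 0.67 that ranked at percentile 99.23 of 10000 matched random lists, and 7 of the 8 lay above the median gene. The median of the same list ranked at percentile 45.7 in ACA-K against wild-type, and at 4.99 in AGG-OE and 85.3 in AGG-QC against WT-URA. The plasmid, the selective medium and the library set vary together between wild-type and WT-URA, so their effects cannot be told apart.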

How the results depend on the processing

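The alternatives named here were set before the data were examined, except no pseudo-count with all codons together, every alternative for gene length, and the definitions of J for the mRNA level, which were added after values had been seen. The pseudo-count and the first 100 codons left out were planned beforehand. Before they were kept, 6 definitions had been compared with the authors' ln TE values and results seen under several of them, and a first run reported no pseudo-count with all codons, the definition nearest to the authors' values. The least-squares line was planned after 7 rules for the distance had been tried on the authors' own ln TE values, with the paper's counts known.

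TE correlations stayed between 0.896 and 0.992 under the alternatives. For ACA-K (0.908), r moved to 0.950 with no pseudo-count, 0.959 with no pseudo-count and all codons, and 0.991 with the flow J alone. For AGG-OE (0.955), it moved to 0.949 with all codons, 0.963 with no pseudo-count and all codons, 0.962 with genes above the minimum count, and 0.992 with the flow alone. For AGG-QC (0.916), it moved to 0.944 with no pseudo-count, 0.896 with all codons, 0.950 with no pseudo-count and all codons, and 0.991 with the flow alone.

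The number of reduced genes among the 200 depended on the definition. By the line, in ACA-K (77) it was 49 with all codons and from 103 to 109 with no pseudo-count, no pseudo-count and all codons, genes above the minimum counts or the flow alone. In AGG-OE (97) it ran from 87 to 118 by the line. In AGG-QC (58.0% of 200) it was 75 with the flow alone by the line, but 87.5% of 200 by the centred ln ratio of the flow. By the uncentred ln ratio it was 181 in ACA-K and 200 in AGG-QC, but that ratio is not scaled for depth and holds a shift of all genes alike, so it is no evidence on direction. By the centred ln ratio, ACA-K had 98 with no pseudo-count and 83 with no pseudo-count and all codons. The majority thus changed with the setting in ACA-K and AGG-OE, while in AGG-QC reduced genes were the majority in every setting of TE. In simulated unchanged strains, no pseudo-count with all codons moved the median count by the line from 41 to 106 in ACA-K. It moved from 70 to 112 in AGG-QC, but in AGG-OE it was 109 and 108. In ACA-K and AGG-QC the setting thus moves these counts without any change in TE, at the assumed mRNA unit. The simulated counts do not show this for AGG-OE, where the count in the data went from 97 to 118.

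For wild-type, the correlation of mRNA level and TE (-0.210) was reversed with no pseudo-count, at 0.407, and with no pseudo-count and all codons, at 0.424. It was -0.0493 among genes above the minimum count and -0.646 in WT-URA. Since only the pseudo-count differs between -0.210 and 0.407, the sign rests on it. The correlation of length and TE (0.136) was reversed to -0.0844 with no pseudo-count and to -0.0768 with no pseudo-count and all codons.

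The correlation of position per length with slow outlier strength (-0.114) kept its sign, at -0.118 with T = 1, -0.136 with T = 2.5 and -0.0714 with the first 100 codons left out. The density at codon 44 (1.27) was 1.10 with slow outliers left out, where it was 1.03 times its neighbours instead of 1.04, and 1.17 with a pseudo-count of 1 and zero counts kept. The causes were not tested.

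Among named genes, the ln TE change was reversed in RPP1A (0.0624) and HSP10 (-0.207) in ACA-K and in YBL028C (-0.658) in AGG-QC with all codons, and in UTP13 (-0.0242) in AGG-QC with no pseudo-count. The median gene moved as well, from -0.420 to -0.550, and UTP13 stayed above it in both settings. The falls of ATP17 in AGG-QC (-0.553) and of SMD3 in ACA-K (-0.371) were smaller with all codons. The fall of GCN4 in AGG-QC was larger with no pseudo-count, at -1.37 instead of -0.977. For ATP17 in AGG-QC, no pseudo-count could give no value, since its 1 codon past the first 100 holds 0 footprints.

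Depth limits the genes with few footprints, 1013 of which in AGG-QC lie below the minimum count. The flow J of the model and every alternative for the codon rates, codon shares, local densities, proline codons, structure and Kozak results were not run, since codon sequences were not used here. No paired analysis was possible because each strain has 1 library of each kind.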

Differences from the paper's values

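For ACA-K, the TE correlation was 0.908 against the paper's 0.96. An alternative chosen after seeing the values, no pseudo-count and all codons in J, gave 0.959. None of the alternatives set before the data were examined closed the gap, with 0.950 for no pseudo-count the nearest. For AGG-QC, it was 0.916 against the paper's 0.95. No pseudo-count with all codons, chosen after seeing the values, gave 0.950, and none of the alternatives set before the data were examined closed the gap, with 0.944 for no pseudo-count the nearest.

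Of the 200 genes that deviate most in ACA-K, 77 had reduced TE against the paper's 127. Of the alternatives set before the data were examined, no pseudo-count (109), genes above the minimum count (107), the flow J alone (109) and the uncentred ln ratio (181) fell within 1.5 times the paper's count, while all codons (49) and the centred ln ratio (77) did not. That limit also takes in an equal split of the 200 genes, so falling within it does not show the paper's majority of reduced genes. The uncentred ln ratio is not scaled for depth, so its count is no evidence on direction. Simulated unchanged strains had a median of 41 reduced genes with the reported setting and 106 with no pseudo-count and all codons, so neither count speaks to direction without that value. No pseudo-count with all codons (103), chosen after seeing the values, fell within it as well. The line itself was chosen knowing the paper's count, after 7 rules had been tried on the authors' own ln TE values.

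In wild-type, slow outlier strength correlated with position from the 5′ end with r = -0.0825 against the paper's -0.043, and neither T = 1 (-0.110) nor T = 2.5 (-0.131) closed the gap. For position per length, r was -0.114 against the paper's -0.144. None of the alternatives set before the data were examined closed the gap, with -0.136 for T = 2.5 the nearest. For position from the 3′ end, r was 0.0884 against the paper's 0.162, and neither T = 1 (0.0660) nor T = 2.5 (0.0681) closed the gap.

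The paper reports more reduced than increased genes in AGG-OE, where 97 of the 200 were reduced here. That direction was reached with no pseudo-count (117), genes above the minimum count (103), and the uncentred ln ratio (109). No pseudo-count with all codons (118), chosen after seeing the values, reached it as well. The flow J alone reached it by the line (52.0% of 200) but not by either ln ratio (68 and 91). All codons by the line (87) and the centred ln ratio (99) did not reach it. Simulated unchanged strains had a median of 109 reduced genes in AGG-OE with the reported setting. The paper reports a positive relation of TE with mRNA abundance, where the correlation was -0.210 in wild-type. It was positive with no pseudo-count (0.407) and with no pseudo-count and all codons (0.424), both chosen after seeing the values. The paper reports a very small negative relation with length, where the correlation was 0.136. It was negative with no pseudo-count (-0.0844) and with no pseudo-count and all codons (-0.0768), both chosen after seeing the values. The paper places the slow outliers of reduced TE genes in ACA-K nearer to the 5′ end and gives them stronger pauses in the first 100 codons. It pools all slow outlier positions of each gene set, where a mean per gene was used here. Here the positions had that order (0.419 against 0.476 of gene length, and 0.451 against 0.451 in random lists). However, lists and outliers share the mean past codon 100, which by itself favours that order. The median strength was 2.25 in reduced and 2.68 in increased genes, and matched random lists had the same order (2.34 and 2.82). When the lists came from no pseudo-count and all codons in J, chosen after seeing the values, the strengths were 2.89 and 2.70. They were again near those of random lists (2.87 and 2.71). The outliers of the reduced genes then lay nearer to the 3′ end (0.511 against 0.470 of gene length, and 0.454 against 0.449 in random lists). Those gene lists also differed in gene length, which the random lists did not match.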

Other observations

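The tests of depth on per-codon profiles and of the pseudo-count were set after the pattern and before their own values were seen. The others were chosen only after the result was seen, and although the Gcn4 target list was fixed before the data were examined, its values had been seen when its test was set.

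Within genes, per-codon profiles were more alike inside each of the library sets, wild-type with ACA-K and WT-URA with AGG-OE and AGG-QC, than across them. Over 349 genes with at least 5 footprints per codon in every strain, the median correlation was 0.770 to 0.887 within a set and 0.592 to 0.665 across. Thinned to the same footprints per gene, correlations across the sets reached at most 0.634, below the lowest within a set (0.692), which argues against depth as the whole cause. Past codon 100 they reached at most 0.667 against at least 0.760, which argues against the 5′ ends as the whole cause. The first 100 codons held 37.7% of footprints in wild-type and 37.2% in ACA-K, but 46.9% in WT-URA, 44.9% in AGG-OE and 43.8% in AGG-QC. Plasmid, medium and library batch cannot be told apart here.

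The genes farthest from the TE line include many with few footprints. In simulated unchanged strains at the same depth, the gene ranked 200 lay nearer to the line than in the data. The observed distance was 1.71 times the simulated one in ACA-K, 1.36 times in AGG-OE and 1.69 times in AGG-QC, but the simulation takes an assumed mRNA unit, and single libraries also differ in preparation. Counting noise, preparation and biological differences cannot be told apart here, with 1 library per strain.

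The changes in ln TE of AGG-OE and AGG-QC, which share WT-URA as control, correlated with Spearman r = 0.278 across 5006 genes. Simulated unchanged strains against the same control gave a median of 0.221, from 0.190 to 0.266 in 100 simulations.

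The negative correlation of mRNA level and TE with a pseudo-count may come from the pseudo-count raising TE of genes with few footprints. The prediction, made before, was a positive correlation among genes with many footprints. Among the 1169 wild-type genes with at least 10 footprints per codon, the correlation was -0.189 with the pseudo-count. It was also -0.138 without it, because choosing genes by footprints limits J itself, so this test decides nothing, a reading reached after the prediction had failed. With at least 1 footprint per codon, the correlation was -0.0896 with the pseudo-count and 0.214 without it. With at least 3, it was -0.0672 and 0.0754. The values with and without the pseudo-count thus drew together at higher cuts, but the choice of genes limits J at each of them. Over all genes, leaving out the pseudo-count alone gave 0.407.

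GCN4 (YEL009C) had 826 footprints in WT-URA and 287 in AGG-QC, a log2 change of -1.03 after scaling, with an mRNA change of -0.03. The fall relative to the median gene amounts to -11.2 counting errors, which argues against counting noise. The Gcn4 target list was tested for a lower Gcn4 activity. In AGG-QC, 8 of its 10 genes had a value, with a median log2 mRNA change of -0.27 at percentile 0.18 of 10000 matched random lists, which is consistent with lower Gcn4 activity in that library. The list's median was 0.11 in AGG-OE, at percentile 93.1, and 0.23 in ACA-K, at percentile 99.8, where GCN4 footprints changed by -0.21. Growth or medium differences between single cultures remain open.

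In AGG-QC against WT-URA, the largest rise in mRNA was that of NCE103 (YNL036W), with a log2 change of 2.72. In HIS3 (YOR202W), no footprint was counted on 69 codons in a row in wild-type, codons 102 to 170, with 2449 footprints before and 902 after them. A stretch of 68 to 74 codons without footprints lies at the same place in the other strains.

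In the paper's own codon rates for Figure 3, centred on the median of 61 codons, the log2 change of ACA in ACA-K is -0.25, the lowest, and 3 codons with ACA among them lie at least as far from the median. From the highest, AGG ranks 4 in AGG-OE (0.05) and 2 in AGG-QC (0.06). These are the paper's values. They had been looked at before the analysis was planned, and were not computed from the footprints here.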
